# The Receptor Tyrosine Kinase FGFR4 Negatively Regulates NF-kappaB Signaling

**DOI:** 10.1371/journal.pone.0014412

**Published:** 2010-12-22

**Authors:** Kristine A. Drafahl, Christopher W. McAndrew, April N. Meyer, Martin Haas, Daniel J. Donoghue

## Abstract

**Background:**

NFκB signaling is of paramount importance in the regulation of apoptosis, proliferation, and inflammatory responses during human development and homeostasis, as well as in many human cancers. Receptor Tyrosine Kinases (RTKs), including the Fibroblast Growth Factor Receptors (FGFRs) are also important in development and disease. However, a direct relationship between growth factor signaling pathways and NFκB activation has not been previously described, although FGFs have been known to antagonize TNFα-induced apoptosis.

**Methodology/Principal Findings:**

Here, we demonstrate an interaction between FGFR4 and IKKβ (Inhibitor of NFκB Kinase β subunit), an essential component in the NFκB pathway. This novel interaction was identified utilizing a yeast two-hybrid screen [1] and confirmed by coimmunoprecipitation and mass spectrometry analysis. We demonstrate tyrosine phosphorylation of IKKβ in the presence of activated FGFR4, but not kinase-dead FGFR4. Following stimulation by TNFα (Tumor Necrosis Factor α) to activate NFκB pathways, FGFR4 activation results in significant inhibition of NFκB signaling as measured by decreased nuclear NFκB localization, by reduced NFκB transcriptional activation in electophoretic mobility shift assays, and by inhibition of IKKβ kinase activity towards the substrate GST-IκBα in *in vitro* assays. FGF19 stimulation of endogenous FGFR4 in TNFα-treated DU145 prostate cancer cells also leads to a decrease in IKKβ activity, concomitant reduction in NFκB nuclear localization, and reduced apoptosis. Microarray analysis demonstrates that FGF19 + TNFα treatment of DU145 cells, in comparison with TNFα alone, favors proliferative genes while downregulating genes involved in apoptotic responses and NFκB signaling.

**Conclusions/Significance:**

These results identify a compelling link between FGFR4 signaling and the NFκB pathway, and reveal that FGFR4 activation leads to a negative effect on NFκB signaling including an inhibitory effect on proapoptotic signaling. We anticipate that this interaction between an RTK and a component of NFκB signaling will not be limited to FGFR4 alone.

## Introduction

NFκB is a transcription factor of pivotal importance as a regulator of genes that control cell differentiation, survival, and inflammatory responses in mammalian cells. Thus, NFκB has been the subject of intense research to identify clinically useful inhibitors, and to understand the intersection of NFκB signaling with signaling pathways that are important in cancer cell biology. Upon activation with TNFα, IKKβ phosphorylates IκB, the inhibitor of NFκB, which targets it for proteasomal degradation. Subsequently, NFκB is released from sequestration in the cytoplasm, permitting translocation of NFκB dimers into the nucleus where they activate the transcription of target genes [2], [3], [4], [5], [6], [7].

Members of the FGFR family of receptor tyrosine kinases are of tremendous significance in many aspects of normal development and, additionally, have been implicated in a variety of human cancers, such as FGFR4 with regards to prostate cancer [8], [9], [10]. Signaling by FGF2 has been shown to be important for inhibition of apoptosis through PI3K/AKT and IKKβ [11], [12], and FGF signaling has also been shown to decrease TNFα-induced apoptosis through activation of the p44/42 MAPK pathway [13]. Regulatory interactions between FGFR4 and NFκB signaling pathways have not previously been reported, although both pathways represent major axes of cell signaling. In this work, we describe the discovery of a two-hybrid interaction between the receptor tyrosine kinase FGFR4 and IKKβ, an important regulatory protein in the NFκB signaling pathway, and confirm this interaction in mammalian cells. We also present evidence demonstrating a negative regulatory effect upon NFκB signaling as a consequence of FGFR4 activation.

## Results

### Interaction of FGFR4 and IKKβ proteins

Using the intracellular domain of FGFR4 as bait, we conducted a yeast two-hybrid assay [1] and identified IKKβ as an interacting protein. The bait in this assay, fused to LexA, consisted of amino acids 373–803 of FGFR4, which includes the entirety of the intracellular domain. This was screened against a mouse embryonic cDNA library encoding fusion proteins with the VP16 transactivation domain. This novel interaction was initially detected with a β-galactosidase filter lift assay (Figure 1A, left panel), and confirmed by growth on selective media (Figure 1A, right panel). The VP16-IKKβ clone that interacted with the LexA-FGFR4 bait consisted of amino acids 607–757 of murine IKKβ (NCBI Gene: BC037723.1, NCBI Protein: NP_001153246.1), which exhibits complete identity with human IKKβ (NCBI Protein: NP_001547.1) in this region. This region includes the NEMO binding domain, residues 705–742 [14], and almost the entirety of the helix-loop-helix domain, residues 559–756, of human IKKβ [15].

**Figure 1:**
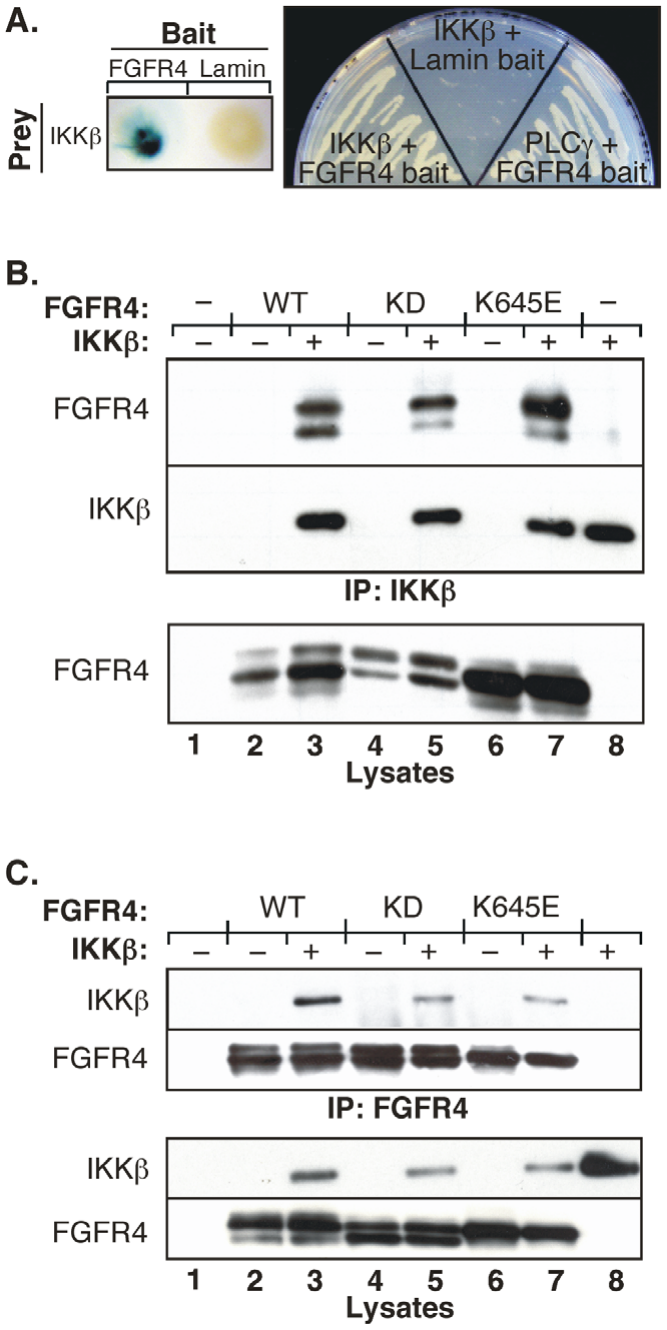
IKKβ interacts with FGFR4. **A**. Confirmation of yeast two-hybrid assay with the intracellular domain of FGFR4 bait protein and IKKβ clone isolated by β-gal filter lift assay (left panel) and growth on selective media (right panel). **B**. Full-length IKKβ and full-length FGFR4 derivatives were transfected in HEK293 cells to examine *in vivo* association. Cells were lysed in 1% NP-40 lysis buffer and immunoprecipitated with IKKβ (H-4) antibody. Immunoblot analysis was performed with FGFR4 (C-16) antibody (top panel). The membrane was stripped and reprobed with anti-IKKβ (middle panel). The expression of the FGFR4 derivatives in the whole cell lysate is shown in lower panel. **C**. Cells were transfected and lysed as in (B) then immunoprecipitated with FGFR4 (C-16) antibody. Immunoblot analysis was performed with IKKβ (H-4) antibody (top panel). The membrane was stripped and reprobed with anti-FGFR4 (second panel). The expression of IKKβ and FGFR4 in the whole cell lysate is shown in the two lower panels.

To confirm the interaction of FGFR4 and IKKβ by coimmunoprecipitation using full-length proteins, human IKKβ was co-expressed with FGFR4 in HEK293 cells. IKKβ interacted with wild-type FGFR4 (FGFR4-WT), as well as with a constitutively-activated mutant of the receptor (FGFR4-K645E) (Figure 1B). Interestingly, IKKβ also interacted with a kinase-dead FGFR4 (FGFR4-KD), indicating that a functional FGFR4 kinase domain is not essential for the interaction of these two proteins. These interactions were further confirmed in the opposite direction. As before, IKKβ was detected in FGFR4 immunoprecipitates, whether kinase-active or kinase-dead (Figure 1C).

We also utilized mass spectrometry to characterize proteins recovered in IKKβ immunoprecipitates. Following expression of both the activated FGFR4-K645E and IKKβ in HEK293 cells, IKKβ immunoprecipitates were analyzed by immobilized metal affinity chromatography/nano-liquid chromatography/electrospray ionization mass spectrometry (IMAC/nano-LC/ESI-MS) [16], [17]. In two independent samples, in addition to approximately 30% coverage of IKKβ as indicated by tryptic peptides, FGFR4-derived peptides were unambiguously identified as presented in Table 1.

**Table 1:** Mass spec analysis identifies FGFR4 as binding partner of IKKβ.

Exp	Descrip	IPI Protein Index Identifier	Probability	Coverage	Peptide Sequence	Instances	Unique	AA #
1	FGFR4	IPI00304578, IPI00420109	0.9999	3%	LEIASFLPEDAGR	5	YES	86–98
1	FGFR4	IPI00304578, IPI00420109	0.9999	3%	YNYLLDVLER	6	YES	235–244
2	FGFR4	IPI00304578, IPI00420109	1	9.1%	LEIASFLPEDAGR	10	YES	86–98
2	FGFR4	IPI00304578, IPI00420109	1	9.1%	YNYLLDVLER	13	YES	235–244
2	FGFR4	IPI00304578, IPI00420109	1	9.1%	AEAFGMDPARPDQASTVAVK	2	YES	484–503
2	FGFR4	IPI00304578, IPI00420109	1	9.1%	RPPGPDLSPDGPR	1	YES	566–578
2	FGFR4	IPI00304578, IPI00420109	1	9.1%	IADFGLAR	4	NO	628–635
2	FGFR4	IPI00304578, IPI00420109	1	9.1%	NVLVTEDNVMK	6	NO	617–627
2	FGFR4	IPI00304578, IPI00420109	1	9.1%	VLLAVSEEYLDLR	2	YES	746–758

Mass spec analysis of IKKβ complexes prepared from HEK293 cells identifies FGFR4 as a binding partner. The table shows recovered FGFR4 peptides. Amino acid residues refer to the standard FGFR4 protein GenBank: AAB59389.1. Non-unique peptides appear identically within other proteins in the human proteome.

These results indicate a physical interaction between the intracellular domain of FGFR4, a receptor tyrosine kinase, and IKKβ, an important regulatory protein in NFκB signaling. The interaction described here of FGFR4 with IKKβ, or indeed with any protein involved in NFκB signaling, has not been previously reported.

### Tyrosine phosphorylation of IKKβ with FGFR4 activation

The primary mode of IKKβ regulation is through phosphorylation of serine residues, which can be either activating as when Ser177 and Ser181 are phosphorylated, or inhibitory if phosphorylated on C-terminal residues [18], [19], [20], [21]. Tyrosine phosphorylation of IKKβ in response to growth factor receptor activation has not been previously reported. We investigated the possible tyrosine phosphorylation of IKKβ in HEK293 cells expressing FGFR4, and found that IKKβ was tyrosine phosphorylated (Figure 2). Expression of FGFR4 WT led to an increase in tyrosine phosphorylation of IKKβ, in contrast to the kinase-dead mutant of FGFR4, indicating a requirement for FGFR4 kinase activity in IKKβ tyrosine phosphorylation. Additionally, a strongly activated mutant of FGFR4 [22] led to a dramatic increase in tyrosine phosphorylation of IKKβ (Figure 2A). Importantly, all experiments were performed using a non-epitope-tagged IKKβ. In initial control experiments, we determined that the presence of the 3x-HA epitope tag (YPYDVPDYA) at the N-terminus of IKKβ resulted in a significant increase in the extent of tyrosine phosphorylation in response to FGFR4 activation (data not shown), presumably due to phosphorylation at some of the 9 Tyr residues contained within the 3x-HA-tag.

**Figure 2:**
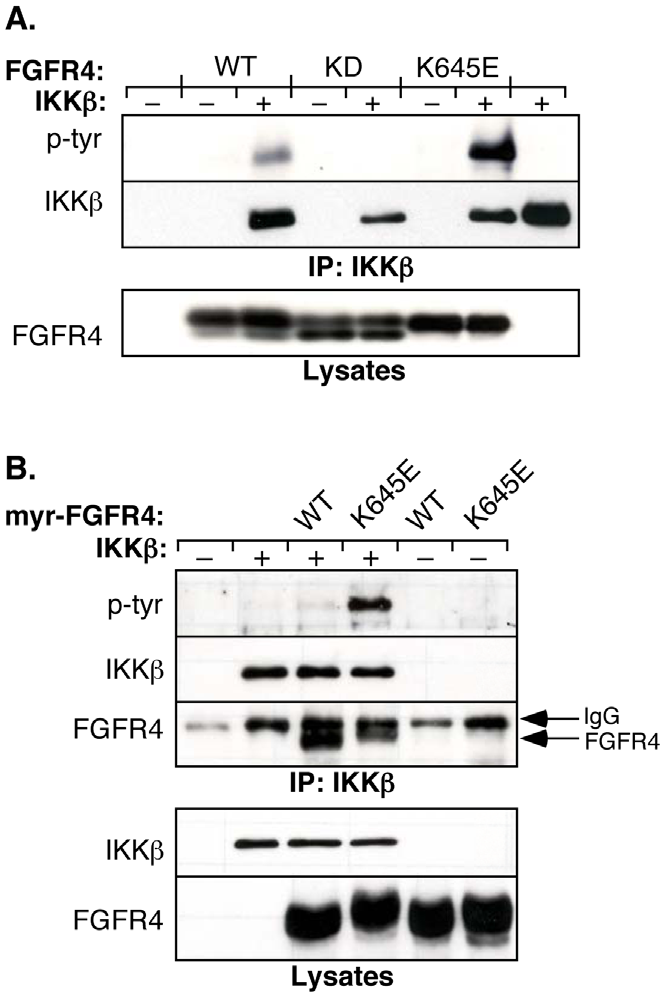
FGFR4 results in tyrosine phosphorylation of IKKβ. **A**. HEK293 cells were tranfected with IKKβ and FGFR4 derivatives. Cells were lysed in RIPA and immunoprecipitated with IKKβ (H-4) antibody. Immunoblot analysis was performed with the phosphotyrosine-specific antibody 4G10 (top panel). The membrane was stripped and reprobed with IKKβ (H-4) antibody (second panel). The expression of the FGFR4 derivatives in the lysate is shown (lower panel). **B**. HEK293 cells were tranfected with IKKβ and FGFR4 derivatives that lack their extracellular domain and are targeted to the membrane with a myristylation signal (myr-FGFR4). Cells were lysed in 1% NP-40 lysis buffer and immunoprecipitated with IKKβ (H-4) antibody. After the proteins were transferred, the membrane was cut in half and the upper part was immunoblotted with the phosphotyrosine-specific antibody 4G10 (top panel). It was stripped and reprobed with IKKβ (H-4) antibody (second panel). The lower half of the membrane was immunoblotted with FGFR4 (C-16) antibody (third panel). The lysates were examined for the expression of IKKβ and myr-FGFR4 derivatives (bottom panels).

By SDS PAGE, IKKβ migrates at ∼87 kDa while the lower, unmodified band of FGFR4 almost comigrates at ∼85 kDa. To ensure that the tyrosine phosphorylation observed was on IKKβ and not autophosphorylation of FGFR4 (Figure 2A), cells were lysed in RIPA buffer, and immunoprecipitations were washed over 10% sucrose to eliminate protein-protein interactions. In addition, we examined tyrosine phosphorylation of IKKβ when cotransfected with a truncated, myristylated FGFR4 containing only the intracellular domain of FGFR4 with a myristylation signal for membrane localization [22]. Using these shorter FGFR4 constructs allowed clear separation from IKKβ, and revealed that tyrosine phosphorylation of IKKβ was still present (Figure 2B). Furthermore, we examined the interaction of these proteins and demonstrated that the myr-FGFR4 proteins still interact with IKKβ in coimmunoprecipitation experiments (Figure 2B).

These experiments thus provide an explanation as to why tyrosine phosphorylation of IKKβ may not have been previously reported, due to the presence of a Tyr-containing epitope tag on the most commonly used IKKβ vectors [21], [23], allowing artifactual Tyr phosphorylation within the epitope tag. Expression of non-tagged IKKβ in the experiments of Fig. 2, however, reveals the presence of verifiable Tyr phosphorylation within IKKβ sequences, and which is observed only in the presence of activated FGFR4 but not kinase-dead FGFR4.

### Activated and kinase-dead FGFR4 decrease TNFα-stimulated NFκB nuclear localization

Utilizing indirect immunofluoresence, we monitored changes in NFκB translocation to the nucleus in TNFα stimulated cells expressing FGFR4 proteins. In starved unstimulated cells, NFκB was observed to be predominantly cytoplasmic (Fig. 3A), presumably due to sequestration by IκB as described by others [24], [25], [26], [27]. In contrast, NFκB was observed to be predominatly nuclear following TNFα stimulation. Significantly, when cells expressing FGFR4 WT were stimulated with TNFα, we observed a 40% decrease in cells exhibiting NFκB nuclear localization compared to mock-transfected cells (Fig. 3B). Expression of a constitutively-activated mutant, FGFR4-K645E, led to a 65% decrease in cells exhibiting nuclear localization of NFκB. In contrast, the kinase-dead FGFR4-KD led to only a 30% decrease in NFκB nuclear localization. These results indicate that expression of FGFR4-WT, or of the activated mutant FGFR4-K645E, results in a significant decrease in the ability of TNFα to stimulate NFκB nuclear localization. Although more modest in its effects, even FGFR-KD was able to decrease the TNFα-stimulated nuclear localization of NFκB, possibly reflecting a dominant-negative effect involving recruitment of effector molecules to a kinase-dead complex.

**Figure 3:**
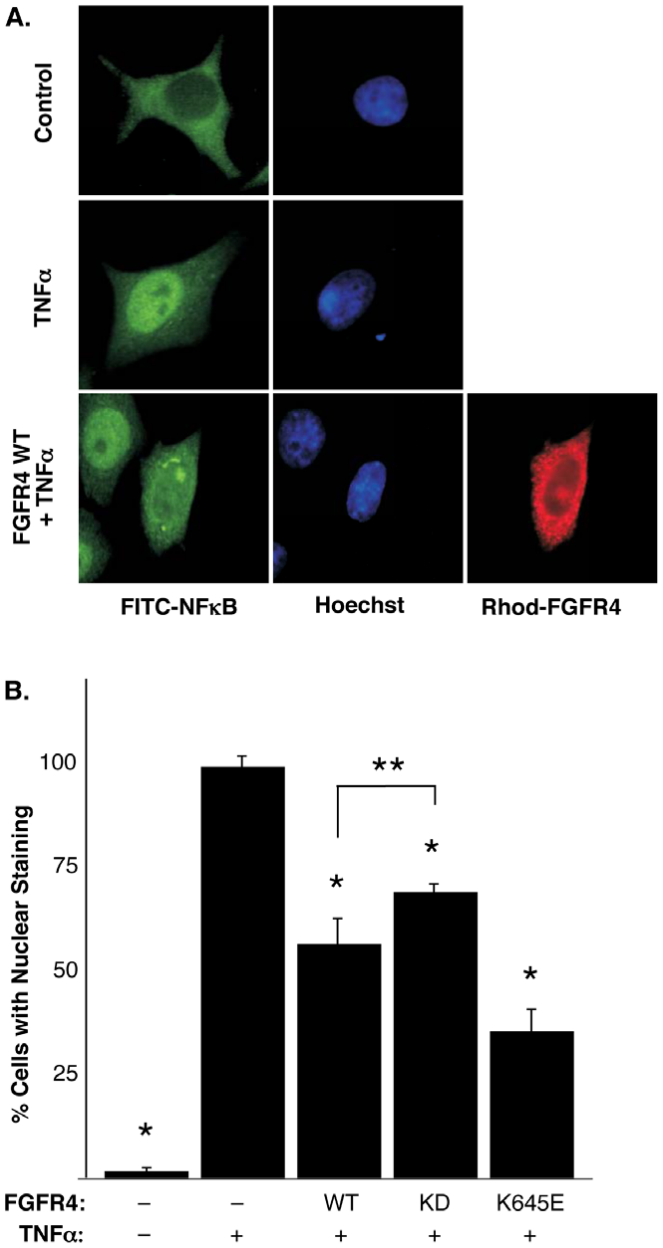
FGFR4 expression relocalizes NFκB. **A**. HeLa cells were seeded onto glass coverslips and transfected with FGFR4 derivatives. The cells were treated with TNFα for 30 min. Indirect immunofluorscence was performed. The localization of endogenous NFκB was dectected with NFκB p65 (F-6) antibody followed by FITC-conjugated anti-mouse antiserum. Cells expressing the FGFR4 derivatives were stained with anti-FGFR4 (C-16) and Rh-conjugated anti-rabbit secondary antibody. The nuclei were visualized with Hoechst dye. The endogenous localization of NFκB is shown in non-transfected cells −/+ TNFα treatment (top panels). The altered localization of NFκB in a cell expressing FGFR4 WT with TNFα treatment is shown in lower panels. **B**. Cells expressing FGFR4 derivatives were scored for the localization of NFκB. 100 cells were counted for each sample in three independent experiments. The error bars represent the standard deviation. *, P≤0.0001; **, P = 0.0061.

### FGFR4 activation decreases TNFα-stimulated IKK kinase activity assayed *in vitro*

To further examine the effects of FGFR4 expression on downstream NFκB signaling, changes in endogenous IKKβ activity were monitored in HEK293 cells expressing FGFR4 and/or treated with the FGFR4-specific ligand FGF19 [28]. FGFR4-WT, activated mutant FGFR4-K645E, and kinase-dead FGFR4-KD were expressed in HEK293 cells, followed by stimulation with TNFα. Immunoprecipitated IKK complexes from cell lysates were subjected to *in vitro* kinase assays utilizing GST-IκB^(1–54)^ as the substrate [24], and GST-IκB^(1–54)^ phosphorylation was visualized and quantified (Fig. 4A and B). Treatment with TNFα resulted in an almost 10-fold increase in the IKK complex activity, compared to unstimulated cells (Lane 2 versus Lane 1). Cells expressing FGFR4-WT exhibited a 30% reduction in IKK complex activity (Lane 3), which was further diminished by expression of the activated mutant FGFR4-K645E, resulting in a 45% reduction of IKK activity (Lane 4). When FGFR4-KD was examined in this assay, TNFα-stimulation of IKK complex activity was unimpaired (Lane 5). These results demonstrate that FGFR4 expression, particularly a constitutively-activated mutant, leads to significant reduction in TNFα-stimulated IKK kinase activity when assayed *in vitro*.

**Figure 4:**
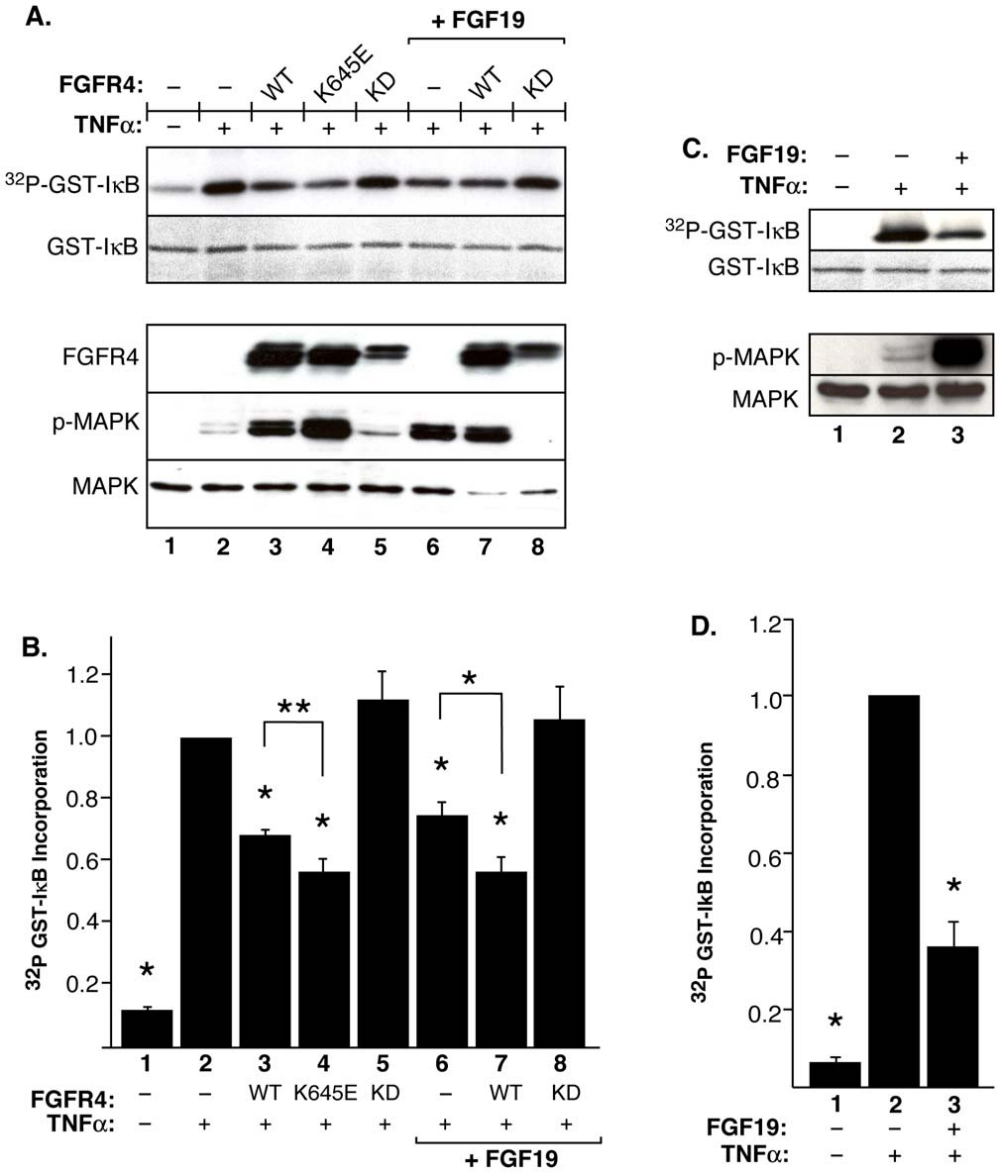
FGFR4 expression and/or FGF19 stimulation inhibits endogenous IKKβ activity. **A**. HEK293 cells were transfected with empty vector or the indicated FGFR4 constructs, then starved for 16 h. Cells were then either stimulated with vehicle for 10 min or FGF19 for 10 min prior to the addition of TNFα for an additional 10 min. The IKK complex was then immunoprecipitated from cytoplasmic extracts and subjected to an *in vitro* kinase assay utilizing GST-IκB^(1–54)^ as substrate. The top panel shows phosphorylation to produce ^32^P-GST-IκB^(1–54)^ during the *in vitro* kinase reaction, as visualized by autoradiography. The second panel shows the substrate GST-IκB^(1–54)^ present in each reaction, as determined by Coomassie staining. The lower panels show immunoblots of whole cell lysates from which immune complexes were prepared for the GST-IκB *in vitro* phosphorylation assays. These cell lysates were separated by SDS-PAGE, transferred to Immobilon-P, and probed with the indicated antibodies. **B**. Kinase reactions described in (A) were exposed to a Phosphorimager (Bio-Rad). Quantification of ^32^P incorporation into GST-IκB was performed using the Quantity One software (Bio-Rad). The average ^32^P incorporation from three independent experiments, normalized to mock-transfected cells stimulated with TNFα, is shown +/− std. dev. *, P≤0.0002; **, P = 0.004. **C**. DU145 cells were starved for 24 h prior to stimulation as described in (A). Kinase assays and immunoblots were performed as in (A). **D**. Quantification of ^32^P incorporation into GST-IκB^(1–54)^ was performed as in (B). The average ^32^P incorporation from three independent experiments, normalized to mock-transfected cells stimulated with TNFα, is shown +/− std. dev. *, P<0.0001.

Importantly, when mock-transfected cells were stimulated with FGF19 to activate endogenous FGFR4 signaling (Lane 6), a significant reduction (approximately 25%) was observed in IKK complex activity. This result demonstrates that activation of the endogenous FGFR4 pathway, in the absence of overexpressed or transfected FGFR4, is sufficient to negatively regulate NFκB signaling. This negative regulation was further enhanced when cells, stimulated with TNFα+FGF19, were expressing excess FGFR4-WT (Lane 7). The inhibitory effects of FGF19 were reversed, however, when cells stimulated with TNFα+FGF19 were expressing FGFR4-KD (Lane 8). Thus, in this assay, the kinase-dead receptor exhibited a dominant-negative effect.

### Interaction of FGFR4 and NFκB pathways in DU145 prostate cancer cells

Since previous research has implicated FGFR4 in prostate cancer progression, we sought to examine the effect of FGFR4 activation on NFκB signaling in DU145 prostate cancer cells [9], [10], known to express high levels of endogenous FGFR4 [29]. When DU145 cells were stimulated with TNFα, and assayed for IKK complex activity, a significant increase was observed (Fig. 4C and D, Lane 2 versus Lane 1). When these cells were also stimulated with FGF19 in addition to TNFα, a significant decrease (approximately 65%) in IKK complex kinase activity was observed (Fig. 4C and D, Lane 3). These results demonstrate that FGF19-stimulated activation of endogenous FGFR4 in DU145 cells negatively regulates TNFα-stimulated activity of the IKK complex.

We also examined the interaction of endogenous IKKβ and FGFR4 in DU145 cells. As shown in Fig. 5A (Lane 2), this experiment revealed that endogenous FGFR4 protein can be recovered in an IKKβ immune complex. In addition, we examined NFκB localization in DU145 cells following treatment with TNFα and/or FGF19. Although we previously used indirect immunofluoresence, we found that DU145 cells did not sit down well on coverslips and produced equivocal images. Thus, we used cell fractionation to prepare nuclear and cytoplasmic fractions from DU145 cells. While NFκB was primarily cytoplasmic in untreated cells (Fig. 5B, compare Lanes 1 and 4), TNFα stimulation resulted in significant nuclear localization of NFκB (Lane 5). When DU145 cells were stimulated with TNFα, and also treated with FGF19, the nuclear localization of NFκB was significantly reduced to a level of 56% relative to TNFα alone (Lane 6, compare with Lane 5 which was set arbitrarily to 100%). Lastly, we examined the effects of FGF19 treatment on TNFα-induced NFκB DNA binding using EMSA assays (Figs. 5C and D). Compared with unstimulated DU145 cells, TNFα stimulated significant NFκB binding activity (Lane 2, compare with Lane 1). The addition of FGF19 decreased NFκB DNA binding activity by about 25% as measured by EMSA (Lane 3).

**Figure 5:**
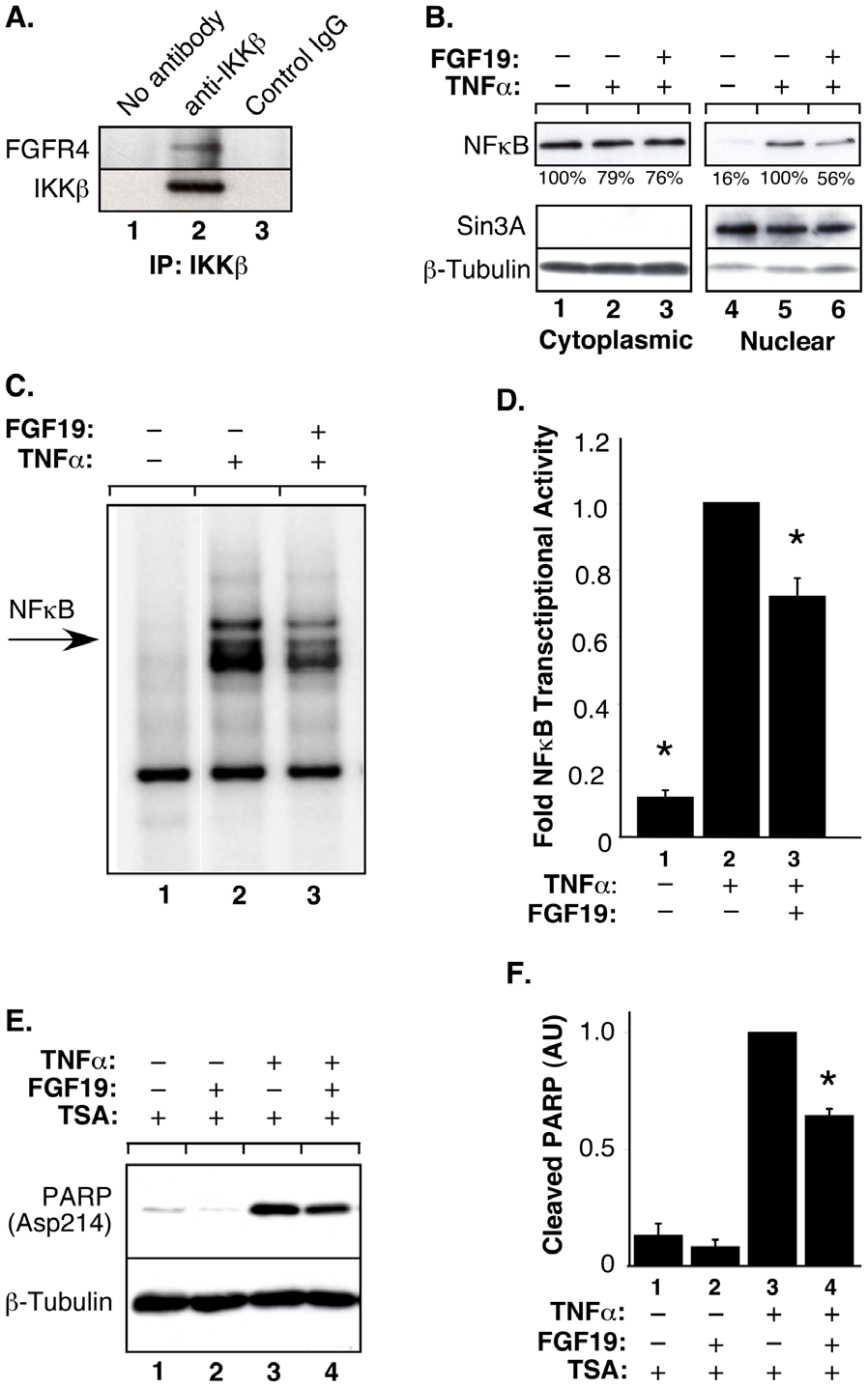
Endogenous FGFR4 and IKKβ interact in DU145 cells, and FGFR4 activation decreases TNFα-induced signaling. **A**. Approximately 500 µg of total lysate was immunoprecipitated with 2 µg IKKβ (H-4) mouse mAB in 1% NP-40 lysis buffer. Immunoblot analysis was performed with FGFR4 (C-16) antibody (top panel). The membrane was stripped and reprobed with anti-IKKβ (10AG2) (lower panel). No IKKβ (H-4) antibody was added during the immunoprecipitation for the “No antibody” control (lane 1), whereas an equal amount of normal mouse IgG was added for the “IgG” control (lane 3). **B**. DU145 cells were treated with TNFα, or TNFα + FGF19. Cells were fractionated and the cytoplasmic and nuclear fractions were immunoblotted with NFκB p65 (F-6) antibody (top panel). Membranes were stripped and reprobed with β-tubulin and mSin3A antibodies to confirm cytoplasmic and nuclear fractions (lower panels). Quantitation of cytoplasmic NFκB in Lanes 1–3, for 3 independent experiments, was normalized relative to tubulin in lower blot, with NFκB in Lane 1 set to 100%: Lane 1, 100%; Lane 2, 79%±7%; Lane 3, 76%±9%. Quantitation of nuclear NFκB in Lanes 4–6, for 3 independent experiments, was normalized relative to Sin3A in lower blot, with NFκB in Lane 5 set to 100%: Lane 4, 16%±10%; Lane 5, 100%; Lane 6, 56%±18%. **C**. DU145 cells were stimulated with vehicle for 30 min, TNFα for 30 min, or FGF19 for 10 min prior to the addition of TNFα for an additional 30 min. Nuclear extracts were prepared and equal amounts of protein (2 µg) were subjected to EMSA with ^32^P-labeled 30 bp double-stranded oligonucleotide containing a consensus κB-site. **D**. Samples from (C) were exposed to a phosphorimager (Bio-Rad). Quantification of NF-κB binding to the probe was performed using the Quantity One software (Bio-Rad). The average NF-κB binding from three independent experiments, normalized to mock-transfected cells stimulated with TNFα, is shown +/− std. dev. *, P<0.0001. **E**. DU145 cells were treated with TSA, FGF19 and TNFα as indicated. Cell lysates were separated by SDS-PAGE and transferred to Immobilon-P. The membrane was cut and the top was incubated with antibody against cleaved-PARP (top panel). The lower portion was probed with β-tubulin antibody (bottom panel). **F**. The experiment from (E) was performed in triplicate and quantitated, with the amount of cleaved PARP normalized to the TNF sample, shown +/− sem. *, P<0.03.

Using multiple assays, these experiments thus demonstrate that stimulation of the endogenous FGFR4 receptor in DU145 cells exerts an unequivocal negative regulatory effect on TNFα-stimulated outcomes.

### FGF19 stimulation reduces TNFα-induced apoptosis in DU145 cells

Next we examined the effect of FGF19 treatment on TNFα-induced apoptosis in the DU145 prostate cancer cell line. Since this cell line has previously been found to be resistant to apoptosis induced by TNF-family ligands, we utilized trichostatin A (TSA), a histone deacetylase inhibitor, to sensitize the cells to TNFα [30], [31]. DU145 cells were treated with TSA and FGF19 prior to the addition of TNFα. Cells were examined for Poly(ADP-ribose) Polymerase (PARP) cleavage as an indicator of apoptosis. FGF19 treatment reduced the amount of cleaved PARP induced by TNFα by approximately 35% (Figs. 5E and F). These results indicate that activation of FGFR4 signaling pathways in DU145 cells by FGF19 is able to negatively regulate apoptosis induced by TNFα stimulation.

### FGF19 treatment alters global TNFα-induced gene expression in DU145 cells

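DU145, a human prostate cancer cell line, was profiled on 8 Affymetrix Human Gene ST arrays. The 4 groups were Mock, FGF19, TNFα and FGF19 + TNFα, with 2 arrays per group that the sample labels call biological replicates. FGF19 is a ligand of FGFR4, and TNFα is an inflammatory cytokine that activates NFκB. According to the paper's methods, 50 ng/ml FGF19 was given with 50 µg/ml heparin 10 min before 10 ng/ml TNFα, and cells were harvested at 1.5 h. The sample labels give the same dose of FGF19 but 100 µg/ml heparin for 100 min, and 50 ng/ml TNFα for 90 min. The labels name heparin for the groups given FGF19 and not for Mock or TNFα, and no array is labelled as given one of them without the other. The authors deposited linear PLIER signal made with Affymetrix Expression Console for 33297 probesets. The median signal of an array was 101.3 and 102.4 in Mock, 104.7 and 103.8 with FGF19, 99.5 and 100.2 with TNFα, and 106.6 and 103 with FGF19 + TNFα. Across probesets, arrays of the same group correlated at r = 0.967 to 0.980 in log2 signal, and arrays that differed in TNFα but not in FGF19 at 0.962 to 0.981. Arrays that differed in FGF19 correlated at 0.933 to 0.959. Signal was taken to log2 without further scaling, because the array medians lay within 0.1 on that scale. The 240 values of 0 were set to the smallest positive signal of their array, 0.01. Groups were compared with limma, which was fitted to all 8 arrays so that the 4 groups shared their estimate of the spread, and p-values were adjusted by the method of Benjamini and Hochberg. A probeset is described as higher or lower at an adjusted p under 0.05. The platform annotation gave 1 gene symbol for 19460 probesets, several for 1754 and none for 12083. With 2 arrays per group, the number of arrays limits the precision of every difference.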

Changes in global gene expression were quantified by microarray analysis using DU145 cells treated with TNFα, FGF19, or both, and harvested at 1.5 h. 

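The largest rises with TNFα relative to Mock included those of CCL20 and TNFAIP3. CCL20, which encodes a chemokine, rose 27.5-fold (log2 difference 4.78, standard error 0.08, adjusted p = 3.6e-05 from limma, n = 2 arrays per group). PTX3, which encodes a pentraxin, rose 14-fold, but its Mock signal of 20.3 lay below the 20th percentile of the Mock arrays (30.9 and 31.6). The size of the PTX3 rise is therefore uncertain. The NFκB inhibitor gene TNFAIP3 rose 10.5-fold, the chemokine gene CXCL1 8.11-fold and the transcription factor gene IRF1 7.33-fold. The adhesion molecule gene SELE rose from a signal of 12.1, near the floor of the arrays, to 144, so that the size of its rise is uncertain. Among the called probesets with 1 gene symbol, the largest fall with TNFα was that of ID1, an inhibitor of differentiation, which was 2.53-fold lower (adjusted p = 0.013) but did not pass when 1 of the Mock or TNFα arrays was left out. FGF19, given with heparin and without TNFα, raised NR4A3, an immediate-early gene for a nuclear receptor, 3.84-fold. It raised the kinase gene WNK1 3.95-fold at probeset 7952986 (log2 difference 0.95 at its other probeset) and the zinc finger gene ZNF91 3.85-fold. It lowered APRT, which encodes an enzyme of adenine salvage, 4.22-fold (log2 difference −2.08, standard error 0.12, adjusted p = 0.00275). The stress-response gene DDIT4 was 3.78-fold lower, the ribosomal RNA processing RNA RMRP 4.29-fold lower and GPAA1, which encodes a part of the GPI transamidase, 3.87-fold lower. With TNFα, 322 probesets were higher and 32 lower than in Mock, and 181 and 13 of these differed at least 2-fold. With FGF19, 6051 probesets were higher and 4680 lower, and 979 and 931 of these differed at least 2-fold; after quantile normalization 5319 were higher and 4928 lower, and after cyclic loess normalization 5384 and 4949. Among the 4 groups, 6966 of the 33297 probesets differed at an adjusted p under 0.015 by limma's moderated F test, and 2210 of these also differed at least 2-fold from Mock in 1 or more groups. Without moderation of the variances these counts were 2474 and 868, and the count among the 4 groups was 1115 and 1149 without Mock replicate 1 or 2 and 2486 to 3159 when 1 of the TNFα or FGF19 + TNFα arrays was left out. Without Mock replicate 1 or 2 the FGF19 count of 10731 became 5761 and 5755 and the count of 2210 became 852 and 903, and the TNFα count of 354 became 90 to 216 when 1 array other than those given FGF19 alone was left out.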

Using Mock (−FGF19/−TNFα) as the control condition, 1148 out of 24,220 probesets satisfied a corrected p-value cut-off of 0.015 using ANOVA analysis; furthermore, of these, 307 satisfied a fold-change cut-off of 2.0. These results are presented graphically in the heat map shown in Fig. 6A, revealing that significant changes in global gene expression occur in DU145 cells treated with or without FGF19, and with or without TNFα, as early as 1.5 h. 

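The genes that rose with TNFα included most of the measured NFκB targets. Of 47 listed NFκB target genes, 30 were higher than in Mock and 0 lower (40 higher and 1 lower when adjusted over the list alone), with a median log2 difference of 1.27. As a group they rose relative to the other probesets (camera adjusted p = 1.58e-55, and adjusted p = 0.00935 with an estimated correlation). Of 49 MAPK-responsive immediate-early and feedback genes, 18 were higher and 0 lower (27 and 2 adjusted over the list alone), among them NR4A1 by 4.59-fold and ZFP36, which promotes the decay of cytokine transcripts, by 3.02-fold. The camera adjusted p of that list was 5.35e-23, and adjusted p = 0.053 with an estimated correlation. Of 47 interferon response genes, 3 were higher, IRF1, GBP2 by 4.46-fold at its brighter probeset and GBP3 by 4.52-fold, and 0 lower (8 and 1 adjusted over the list alone; camera adjusted p = 1.45e-07, and adjusted p = 0.324 with an estimated correlation). Of 34 cell cycle inhibitors, 4 were higher and 0 lower (6 and 3 adjusted over the list alone; camera adjusted p = 0.304), and CDKN1A rose 3.62-fold. The other groups listed for apoptosis and NFκB signaling held few changed genes. Of 31 anti-apoptotic genes, 5 were higher and 0 lower (7 and 0 adjusted over the list alone; adjusted p = 0.000513, and adjusted p = 0.271 with an estimated correlation), as with TNFAIP8 by 2.52-fold. Of 30 NFκB pathway components, 3 were higher and 0 lower (5 and 0 adjusted over the list alone; adjusted p = 0.00234, and adjusted p = 0.271 with an estimated correlation), among them IKBKE by 2.12-fold and the deubiquitinase gene CYLD by 1.83-fold. Of 44 pro-apoptotic genes, 3 were higher and 0 lower (4 and 0 adjusted over the list alone; adjusted p = 0.803), among them FAS by 1.73-fold. TNFAIP8, IKBKE, CYLD and FAS no longer passed without either Mock array. Of 32 genes of the integrated stress and unfolded protein response, 3 were higher with TNFα and 0 lower (6 and 0 adjusted over the list alone; adjusted p = 7.81e-05, and adjusted p = 0.13 with an estimated correlation). There were also 6 lists that camera called lower with TNFα although few or 0 of their genes passed. Of 480 zinc finger genes, 1 was higher and 1 lower (0 and 1 adjusted over the list alone), but 374 of the log2 differences were below 0 (median −0.15; adjusted p = 8.73e-08, and adjusted p = 0.271 with an estimated correlation). In the other 5 lists 0 genes passed, over all probesets or over the list alone. These were the mitochondrial ribosomal protein genes (median −0.129, adjusted p = 7.81e-05, and adjusted p = 0.357 with an estimated correlation), the G1/S, replication and mitosis genes (−0.115, adjusted p = 0.00341, and adjusted p = 0.587 with an estimated correlation), and the oxidative phosphorylation (−0.092, adjusted p = 0.00322), histone (−0.183, adjusted p = 0.00789) and cytosolic ribosomal protein genes (−0.08, adjusted p = 0.00789), each at adjusted p = 0.597 with an estimated correlation. Without Mock replicate 2 the calls of the histone and cytosolic ribosomal protein genes ended (adjusted p = 0.142 and 0.141), the latter also without TNFα replicate 2 (adjusted p = 0.0758).
With FGF19 and heparin but no TNFα, signal was lower than in Mock for genes of protein synthesis, protein breakdown and respiration. Whether FGF19, heparin or another difference shared by the arrays given FGF19 lies behind these changes cannot be told here. GC content and transcript length were not tested. Of 67 cytosolic ribosomal protein genes, 35 were lower than in Mock and 0 higher (37 and 0 adjusted over the list alone), with a median log2 difference of −0.33, and RPL3 was 2.06-fold lower. Of 87 nuclear-encoded oxidative phosphorylation genes, 47 were lower and 6 higher (53 and 6 adjusted over the list alone), with CYC1, a subunit of complex III, 3.2-fold lower. Of 73 mitochondrial ribosomal protein genes, 42 were lower and 4 higher (45 and 5 adjusted over the list alone). Of 36 proteasome subunit genes, 22 were lower and 1 higher (24 and 2 adjusted over the list alone), with PSMB5 2.99-fold lower. Of 28 cholesterol and fatty acid synthesis genes, 13 were lower and 3 higher (13 and 3 adjusted over the list alone), with LSS, which encodes lanosterol synthase, 3.3-fold lower. Of 57 replication-dependent histone genes, 31 were lower and 4 higher (34 and 5 adjusted over the list alone), with H3C2 2.94-fold lower and H2BC14 2.72-fold higher. Zinc finger genes went the other way: 214 of 480 were higher and 40 lower (230 and 47 adjusted over the list alone), and ZNF350 rose 2.63-fold. Each of these lists passed camera, with adjusted p-values from 6.69e-13 for the cytosolic ribosomal protein genes to 4.75e-05 for the cholesterol genes. Table S2, made from these arrays, had been read before the lists were fixed. It holds zinc finger, histone and oxidative phosphorylation genes. For families seen there, these p-values are not independent evidence. Each camera call was lost with an estimated correlation. The adjusted p was then 0.287 for the zinc finger, ribosomal and oxidative phosphorylation genes, 0.329 for the histone genes and 0.376 for the proteasome and cholesterol genes. Correlation alone cannot account for such losses. The stress response list was estimated at 0.016 against the preset 0.01. Its adjusted p still went from 5.47e-05 to 0.223 in FGF19 + TNFα against TNFα. For the lists of this paragraph, unadjusted p from fry ran from 0.000244 (mitochondrial ribosomal protein genes) to 0.00455 (histone genes). Probesets of ribosomal protein, histone and zinc finger genes can also measure transcripts of near-identical copies.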

See Supporting Information Table S1 for complete data.

**Figure 6:**
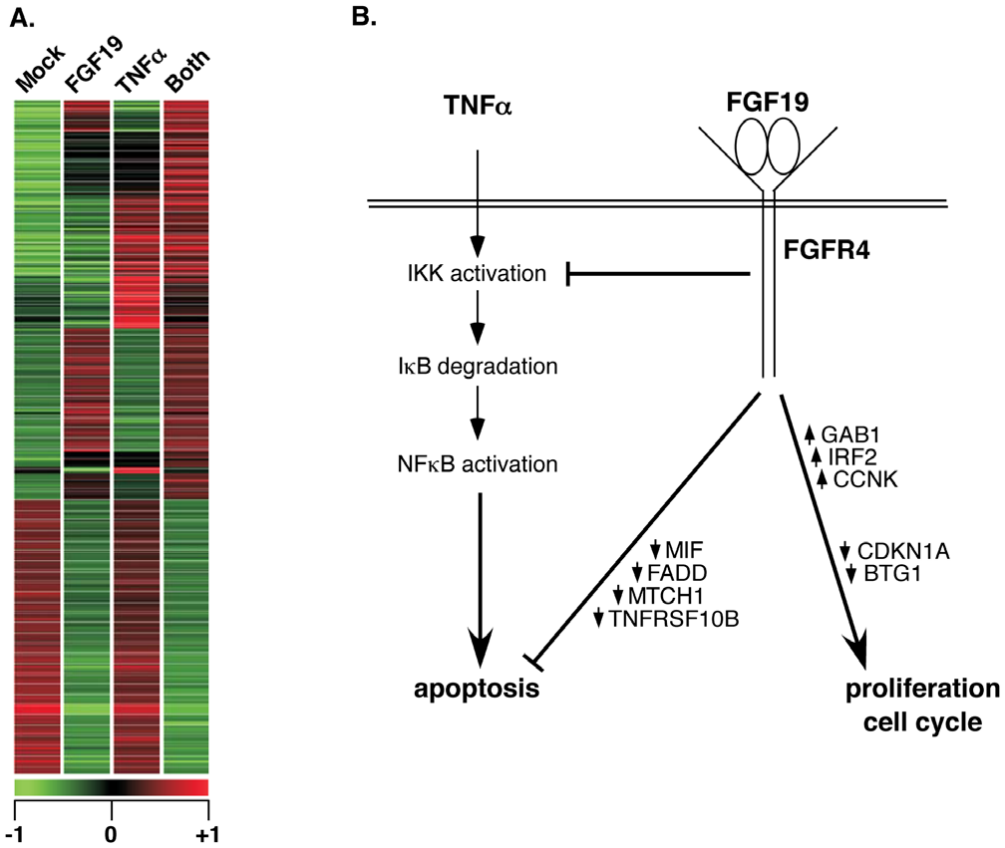
FGF19 alters TNFα-stimulated Gene Expression. **A**. Microarray analysis profiles global expression changes in DU145 cells at 1.5 h after stimulation −/+ FGF19 and −/+ TNFα. Heat map presents expression changes for probesets at a p-value cut-off of 0.015, and which satisfy a fold change cut-off of 2.0 relative to the [Mock] sample. Complete data are presented in Supporting Information Table S1. **B**. Schematic showing possible interactions between FGFR4 and NFκB pathways.

The microarray expression data were reanalyzed using the same statistical cutoff as before, but with the [+TNFα] as the control condition. 

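GPAA1, APRT, RMRP, WDR18 and HACL2 were lower with FGF19 + TNFα than with TNFα. GPAA1 was 4.39-fold lower (log2 difference −2.14, standard error 0.13, adjusted p = 0.00348 from limma, n = 2 arrays per group) and APRT 4.36-fold lower. RMRP was 4.04-fold lower, WDR18, which acts in ribosome assembly, 4.03-fold lower, and HACL2 3.78-fold lower. The zinc finger pseudogene ZNF204P was 3.8-fold higher. Several of the largest rises, those of FAM99A, BTNL3, ZNF492, ZPBP2 and TAS2R9, started from signals near the floor of the arrays, so that no fold is given for them. In this comparison 6474 probesets were higher and 4299 lower, and 881 and 847 of these differed at least 2-fold; after quantile normalization 5100 were higher and 4735 lower, and after cyclic loess normalization 5024 and 4971. Among the probesets that differed among the 4 groups, 1995 differed at least 2-fold from TNFα in 1 or more of the other groups, and 1454 between FGF19 + TNFα and TNFα. The count of 10773 probesets became 4480 to 6584 when 1 of the arrays compared was left out, and without Mock replicate 1 or 2 the count of 1995 became 864 and 875 and that of 1454 became 640 and 656. Without moderation of the variances, 1995 and 1454 became 761 and 537.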

Approximately 260 probesets exhibited a fold change cut-off of 2.0 or more (Supporting Information Table S2). 

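Genes of cell cycle control, apoptosis and NFκB signaling were each listed and compared between FGF19 + TNFα and TNFα. Of 34 cell cycle inhibitors and antiproliferative genes, 12 were lower and 7 higher with FGF19 + TNFα (13 and 7 adjusted over the list alone), and BRMS1, a metastasis suppressor gene, was 2.73-fold lower. Of 58 genes of the G1/S transition, replication and mitosis, 18 were lower and 12 higher (19 and 13 adjusted over the list alone). Among these, MCM2, a subunit of the replicative helicase, was 2.14-fold lower, CKS2, a binding partner of cyclin-dependent kinases, 2.1-fold lower, and the kinetochore gene CENPF 1.63-fold higher. Of 44 pro-apoptotic genes, 18 were lower and 6 higher (18 and 8 adjusted over the list alone), with the mitochondrial protease gene HTRA2 1.96-fold lower and DAPK3 1.87-fold lower. Of 31 anti-apoptotic genes, 11 were lower and 4 higher (12 and 5 adjusted over the list alone), with the kinase gene PIM1 2.24-fold lower, NOL3 1.58-fold lower and NAIP 1.71-fold higher. Of 30 NFκB pathway components, 13 were lower and 8 higher (13 and 9 adjusted over the list alone). Here SLC35B2 was 2.93-fold lower, TNIP2, which restrains NFκB, 2.21-fold lower, IRAK1 1.94-fold lower and TAB3, an adaptor of the kinase TAK1, 1.8-fold higher. The lists of pro-apoptotic and anti-apoptotic genes were lower as groups, with camera adjusted p-values of 0.000338 and 0.00226 (adjusted p = 0.223 and adjusted p = 0.243 with an estimated correlation). The cell cycle inhibitors (adjusted p = 0.0188) and the G1/S list (adjusted p = 0.0216) were called lower, and the NFκB pathway components were not called (adjusted p = 0.0697). The calls of the cell cycle lists ended after quantile normalization (adjusted p = 0.154 and 0.183) and with an estimated correlation (adjusted p = 0.37 and adjusted p = 0.418). The paper chose the genes of Table 2 on these arrays, so they are no independent evidence for lists that hold them: CDKN1A, BTG1, BRMS1 and FNTB among the cell cycle inhibitors, CKS2 in the G1/S list, FADD, TNFRSF10B and MTCH1 among the pro-apoptotic genes, and SLC35B2 and TNIP2 among the pathway components. With these genes left out, a setting chosen after the data were seen, the cell cycle inhibitors were not called (8 of 30 lower and 7 higher, and the same adjusted over the list alone; adjusted p = 0.269). The G1/S list was called at an adjusted p of 0.0416 (17 of 57 lower and 12 higher; 18 and 13 adjusted over the list alone) and the pro-apoptotic genes at 0.0034 (15 of 41 lower and 6 higher; 15 and 8 adjusted over the list alone), and neither with an estimated correlation (adjusted p = 0.458 and adjusted p = 0.235).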

A subset of these is presented in Table 2, showing all genes involved in the regulation of cell cycle, apoptosis, or NFκB signaling. 

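GAB1, which encodes an adaptor of receptor tyrosine kinases, was 2.37-fold higher with FGF19 + TNFα than with TNFα at its probeset in Table S2, 8097586 (log2 difference 1.25, standard error 0.11, adjusted p = 0.00348 from limma, n = 2 arrays per group). IRF2, a transcription factor gene of the interferon response, was 2.33-fold higher and CCNK, which encodes cyclin K, 2.25-fold higher. CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, was 2.4-fold lower (log2 difference −1.26, standard error 0.09), and the antiproliferative gene BTG1 was 2.26-fold lower (−1.18, standard error 0.09). The death receptor gene TNFRSF10B was 2.38-fold lower (−1.25, standard error 0.11) and FADD, which encodes an adaptor of death receptors, 2.63-fold lower (−1.40, standard error 0.17, adjusted p = 0.00383). The mitochondrial carrier gene MTCH1 was 2.5-fold lower, and the probeset that Table S2 assigns to the cytokine gene MIF was 2.66-fold lower. Except for FADD, each of these genes had an adjusted p of 0.00348. Of the 21 genes of Table 2, all 4 raised and all 17 lowered genes were called in the table's direction, which is not independent evidence because the paper chose them on these arrays. The lowered genes ranged from CHTF8, which was 2-fold lower, to DDIT4, which was 3.71-fold lower. Another probeset of GAB1, 8102982, did not differ (log2 difference 0.07, standard error 0.12, adjusted p = 0.682). The MIF probeset carries several gene symbols in the platform annotation and is named from Table S2.

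**Figure D1:**
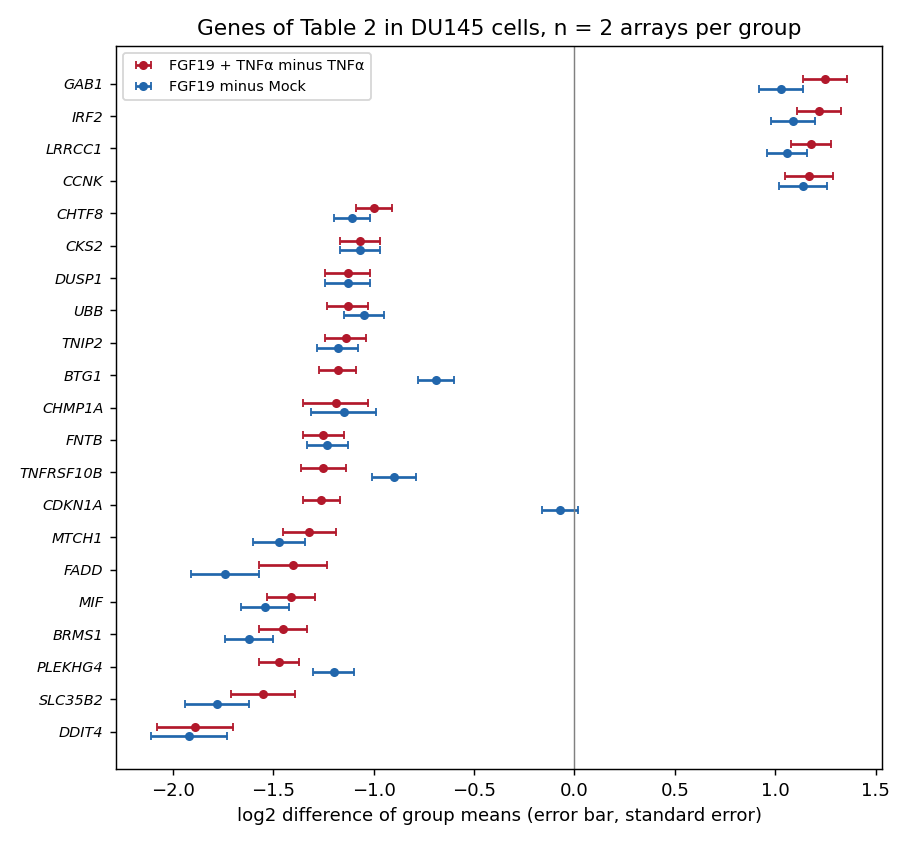
Log2 difference of group means (horizontal axis) for each gene of Table 2 at the probeset of Table S2, between FGF19 + TNFα and TNFα (red) and between FGF19 and Mock (blue), with standard errors as bars. In red, the 4 genes that the table lists as raised lie right of 0 and the 17 that it lists as lowered lie left of it; in blue, CDKN1A lies next to 0.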

The stimulation of DU145 cells with FGF19 + TNFα, in comparison to TNFα alone, exhibits the following general effects: 1) stimulation of cell proliferation by upregulation of proliferative genes such as GAB1, IRF2, and CCNK; 2) stimulation of cell proliferation by downregulation of cell cycle inhibitory genes such as CDKN1A and BTG1; 3) inhibition of genes involved in regulation of NFκB signaling, such as TNFRSF10B and FADD, and 4) inhibition of apoptotic responses by downregulation of genes such as MIF and MTCH1.

**Table 2:** Effects of FGF19 + TNFα treatment vsTNFα alone on gene expression in DU145 Cells.

Protein/Gene	Regulation[FGF+TNF] vs [TNF]	Fold change[FGF+TNF] vs [TNF])	RefSeq	Relevant Gene Ontology Biological or Molecular Designations
**LRRCC1** // leucine rich repeat and coiled-coil domain 1	UP	2.26	NM_033402	Cell cycle.
**GAB1** // GRB2-associated binding protein 1	UP	2.07	NM_207123	Cell proliferation.
**IRF2** // interferon regulatory factor 2	UP	2.03	NM_002199	Cell proliferation.
**CCNK** // cyclin K	UP	2.01	NM_001099402	Cell cycle.
**DDIT4** // DNA-damage-inducible transcript 4	DOWN	3.22	NM_019058	Apoptosis.
**MIF** // macrophage migration inhibitory factor	DOWN	2.42	NM_002415	Inflammatory response.
**TNFRSF10B** // tumor necrosis factor receptor superfamily, member 10b	DOWN	2.37	NM_003842	Activation of caspase activity;Activation of NF-kappaB-inducing kinase activity;Induction of apoptosis via death domain receptors; Activation of pro-apoptotic gene products.
**FADD** // Fas (TNFRSF6)-associated via death domain	DOWN	2.35	NM_003824	Induction of apoptosis via death domain receptors; Activation of pro-apoptotic gene products;Regulation of apoptosis;Positive regulation of I-kappaB kinase/NF-kappaB cascade.
**SLC35B2** // solute carrier family 35, member B2	DOWN	2.33	NM_178148	Positive regulation of I-kappaB kinase/NF-kappaB cascade.
**MTCH1** // mitochondrial carrier homolog 1	DOWN	2.32	NM_014341	Activation of caspase activity;Positive regulation of apoptosis.
**UBB** // ubiquitin B	DOWN	2.26	NM_018955	Cell cycle.
**BRMS1** // breast cancer metastasis suppressor 1	DOWN	2.22	NM_015399	Negative regulation of cell cycle.
**BTG1** // B-cell translocation gene 1, anti-proliferative	DOWN	2.16	NM_001731	Negative regulation of cell proliferation;Regulation of apoptosis.
**DUSP1** // dual specificity phosphatase 1	DOWN	2.13	NM_004417	Cell cycle.
**PLEKHG4** // pleckstrin homology domain containing, family G (with RhoGef domain) member 4	DOWN	2.11	NM_015432	Cell death.
**FNTB** // farnesyltransferase, CAAX box, beta	DOWN	2.09	NM_002028	Negative regulation of cell proliferation.
**TNIP2** // TNFAIP3 interacting protein 2	DOWN	2.06	NM_024309	I-kappaB kinase/NF-kappaB cascade.
**CDKN1A** // cyclin-dependent kinase inhibitor 1A (p21Cip1)	DOWN	2.04	NM_078467	Cell cycle arrest; Negative regulation of cell proliferation.
**CHTF8** // CTF8, chromosome transmission fidelity factor 8	DOWN	2.03	NM_001039690	Cell cycle.
**CHMP1A** // chromatin modifying protein 1A	DOWN	2.02	NM_001083314	Cell cycle.
**CKS2** // CDC28 protein kinase regulatory subunit 2	DOWN	2.00	NM_001827	Cell cycle; Cell proliferation.

Microarray expression data are presented for all genes involved in the regulation of cell cycle, apoptosis, or NFκB signaling, and which satisfy a fold-change cut-off of 2.0 and p-value cut-off of 0.015. For complete details and information, see Supporting Information Table S2.

## Discussion

In this report, we characterize a novel interaction between a receptor tyrosine kinase, FGFR4, and a key regulatory protein in the NFκB pathway, IKKβ. This interaction was initially identified by yeast two-hybrid screening (Fig. 1A), confirmed by coimmunoprecipitation in both directions in HEK293 cells (Fig. 1B and 1C), and subsequently validated by the identification of FGFR4-derived peptides by mass spectrometry analysis of IKKβ immune complexes (Table 1). Furthermore, we demonstrate that endogenous FGFR4 and IKKβ proteins interact in the DU145 prostate cancer cell line (Fig. 5A). This latter result is significant, as otherwise one could argue that the protein-protein interaction results from overexpression in HEK293 cells. We have additionally demonstrated a similar protein-protein interaction between the related receptor FGFR2 and IKKβ (data not shown). Although it seems likely that this may represent a direct interaction between these two proteins, at present, we cannot exclude the possibility that an additional unidentified protein may be involved in mediating this interaction.

These results raise the question of the biological significance of this interaction. In one approach to this question, we examined the kinase activity of IKKβ complexes recovered from cells expressing different mutants of FGFR4, using phosphorylation of GST-IκB^(1–54)^ as the readout. We show that expression of FGFR4-WT or an activated FGFR4 K645E mutant, but not kinase-dead FGFR4, leads to a decrease in the *in vitro* kinase activity of endogenous IKKβ complexes (Fig. 4A and 4B), indicating that FGFR4 kinase activity is required for the reduction in IKKβ activity. Moreover, stimulation of endogenous FGFR4 with the ligand FGF19 leads to a decrease in the kinase activity of IKKβ complexes prepared from either HEK293 or DU145 cell lines (Fig. 4). In an alternate approach, we show that expression of FGFR4 and/or stimulation of endogenous FGFR4 with FGF19 leads to a reduction in NFκB nuclear localization as revealed by immunofluorescence localization (Fig. 3) and by cell fractionation (Fig. 5B). In a third approach, we also demonstrate a decrease in the amount of NFκB DNA binding using EMSA assays (Fig. 5C and 5D). In the three different cell lines used, similar effects of FGF19/FGFR4 activation were observed with regards to the downregulation of NFκB signaling. From these assays, we conclude that FGFR4 activation overall exerts an inhibitory effect upon IKKβ activity and NFκB signaling.

Using DU145 prostate cancer cells, we demonstrate that FGF19 stimulation results in a decrease in TNFα-induced apoptosis (Fig. 5E and 5F). In addition, we utilized microarray expression analysis to profile global changes in gene expression in a short time interval (1.5 h) following treatment of DU145 cells with FGF19, TNFα, or both. 

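Among inflammatory genes, several NFκB targets that TNFα raised had lower signal when FGF19 was also given. The signal of EFNA1, an ephrin gene, was 277 in Mock, 1920 with TNFα and 784 with FGF19 + TNFα, a 2.45-fold difference between the last groups (log2 difference −1.29, standard error 0.12, adjusted p = 0.00348 from limma, n = 2 arrays per group). Without TNFα, EFNA1 was also lower with FGF19 than in Mock, by 1.9-fold. The chemokine gene CCL5 was 2.33-fold lower with FGF19 + TNFα than with TNFα, NFKBIE, an inhibitor of NFκB, 2.01-fold lower and TNFAIP2 1.93-fold lower. CCL20 had a signal of 2980 with TNFα and 2690 with FGF19 + TNFα and did not pass the test (adjusted p = 0.222). Of the 47 NFκB target genes, 16 were lower and 5 higher with FGF19 + TNFα (18 and 8 adjusted over the list alone), with a median log2 difference of −0.21. As a group they were lower than other probesets (camera adjusted p = 0.000338, and adjusted p = 0.223 with an estimated correlation). Of 47 interferon response genes, 14 were lower and 11 higher (14 and 16 adjusted over the list alone; camera adjusted p = 0.535), with IFI35 2.53-fold lower. NFκB target genes also rose when TNFα was added to FGF19: 23 of the 47 were higher with FGF19 + TNFα than with FGF19 and 0 lower (37 and 0 adjusted over the list alone), with a median log2 difference of 0.86 (camera adjusted p = 2.15e-68, and adjusted p = 0.00619 with an estimated correlation). In limma's test of the difference between the response to TNFα with and without FGF19, 0 of the 47 genes passed over all probesets and 6 passed, all with a smaller response, when adjusted over the list alone. Over all probesets, 94 differed between FGF19 + TNFα and FGF19, a count that was 6 to 50 when 1 array was left out, 6 being that without FGF19 + TNFα replicate 2.

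**Figure D2:**
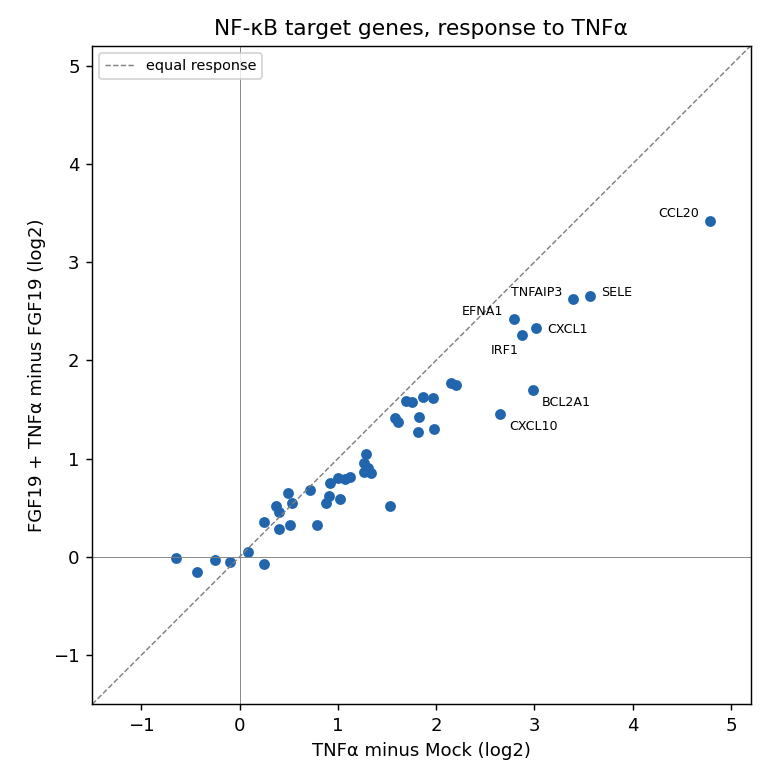
Response of 47 NFκB target genes to TNFα without FGF19 (horizontal axis, TNFα minus Mock) and with FGF19 (vertical axis, FGF19 + TNFα minus FGF19), both as log2 differences of mean signal. Each point is a gene, the dashed line marks equal responses, and 38 of the 47 genes lie below it.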

When microarray data for DU145 cells stimulated with FGF19 + TNFα were compared with cells stimulated with TNFα alone, we found that the addition of FGF19 in general favored proliferative changes, while decreasing the expression of inflammatory and apoptotic genes (Table 2). 

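On the single arrays, GAB1 signal was 381 and 419 with FGF19 + TNFα, above the 162 and 175 measured with TNFα. It was 472 and 416 with FGF19 and 206 and 228 in Mock. CCNK, the cyclin K gene, had 945 and 949 with FGF19 + TNFα against 426 and 416 with TNFα, and 950 and 755 with FGF19 against 377 and 394 in Mock. The p21 gene CDKN1A had 703 and 661 with TNFα and 278 and 291 with FGF19 + TNFα, while Mock (196 and 181) and FGF19 (185 and 174) lay close together. BTG1, an antiproliferative gene, had 1560 and 1570 with TNFα, 694 and 689 with FGF19 + TNFα, 989 and 1010 in Mock and 583 and 663 with FGF19. For each of these genes the values with FGF19 + TNFα and with TNFα did not overlap. This is not independent evidence, because the paper chose the genes on these arrays. The GAB1 values are those of its probeset in Table S2, and another GAB1 probeset did not differ, as given above. FGF19 against Mock gave log2 differences of 1.03 for GAB1, 1.14 for CCNK and −0.69 for BTG1 (adjusted p = 0.00391 from limma for BTG1), whereas CDKN1A gave −0.07 (standard error 0.09, adjusted p = 0.601).

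**Figure D3:**
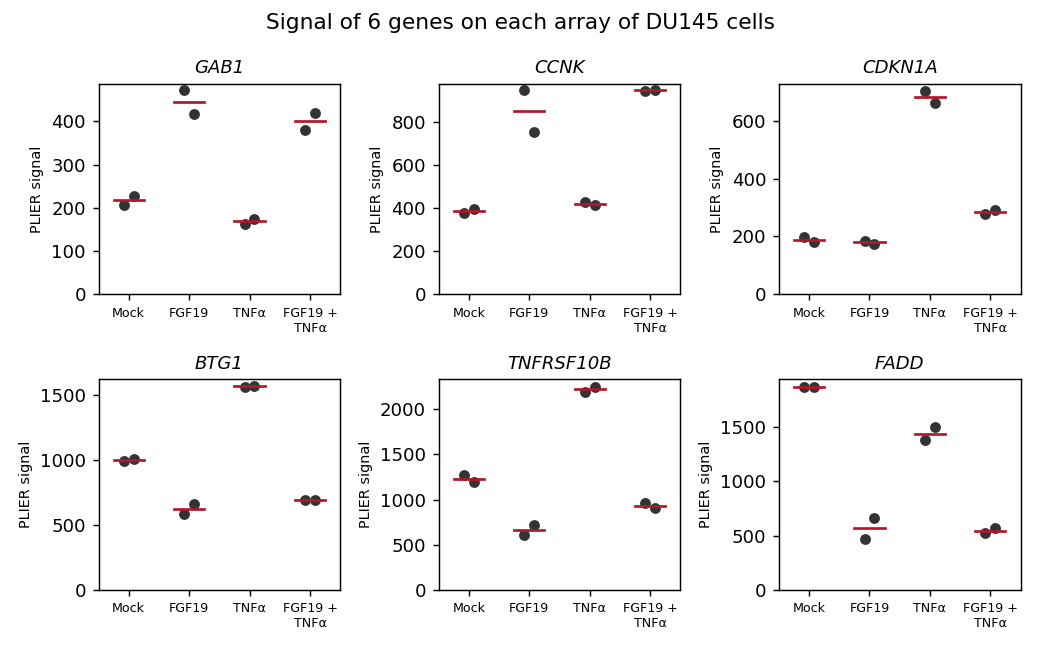
Signal of GAB1, CCNK, CDKN1A, BTG1, TNFRSF10B and FADD on each of the 8 arrays by group. Each point is an array and each red line is the mean of a group; the CDKN1A values with TNFα, 703 and 661, lie above all its other values.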

Key examples of proliferative functionalities are: the increased expression of GAB1 (GRB2-associated binding protein 1), which stimulates Ras/MAPK activity [32]; the increased expression of CCNK, cyclin K, which activates CDK9 and downregulates p27^Kip1^ [33], [34]; the downregulation of CDKN1A, the cyclin-dependent kinase inhibitor p21^Cip1^ [35]; and the downregulation of BTG1, a member of an anti-proliferative gene family that regulates cell growth and differentiation [36]. On the other hand, prominent examples of anti-apoptotic changes are: the decreased expression of the proinflammatory mediator MIF (macrophage migration inhibitory factor) [37]; decreased expression of TNFRSF10B (TNF receptor superfamily, member 10b), also known as TRAIL-R2 or DR5, a Death Receptor directly involved in apoptosis [38]; decreased expression of FADD (FAS-associated death domain protein), which functions as an adapter protein in assembly of the death-inducing signaling complex [39]; and decreased expression of the pro-apoptotic mitochondrial outer membrane protein MTCH1 (mitochondrial carrier homolog 1), also known as Presenilin 1-associated protein [40]. 

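The death receptor gene TNFRSF10B had signals of 2190 and 2250 with TNFα, 962 and 904 with FGF19 + TNFα, 1270 and 1190 in Mock and 608 and 713 with FGF19. FADD had 1870 on both Mock arrays, 468 and 665 with FGF19, 1380 and 1500 with TNFα and 520 and 572 with FGF19 + TNFα. The probeset assigned to MIF had 1610 and 1290 in Mock, 479 and 512 with FGF19, 1370 and 1360 with TNFα and 512 and 516 with FGF19 + TNFα. MTCH1 had 875 and 842 in Mock, 276 and 347 with FGF19, 762 and 785 with TNFα and 333 and 289 with FGF19 + TNFα. In FGF19 against Mock, TNFRSF10B was lower by a log2 difference of −0.90 (adjusted p = 0.00318 from limma). FADD differed by −1.74, MIF by −1.54 and MTCH1 by −1.47. Heparin is labelled on the FGF19 arrays and not on Mock, so these changes cannot be assigned to FGF19 rather than heparin.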

We interpret these changes to be generally pro-proliferative and anti-apoptotic in nature, without over-interpreting the importance of altered expression of any individual gene, which would require further detailed analysis.

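The genes behind this interpretation differed in how they responded to TNFα and to FGF19 without TNFα. Every array given FGF19 is also labelled with heparin, so an effect of FGF19 here may be one of heparin. CDKN1A rose with TNFα relative to Mock (log2 difference 1.86), as did TNFRSF10B (0.85) and BTG1 (0.64), and each was lower with FGF19 + TNFα than with TNFα. The calls of TNFRSF10B and BTG1 with TNFα ended when 1 of the Mock, TNFα or FGF19 + TNFα arrays was left out. The other 18 genes of Table 2 did not pass between TNFα and Mock. FGF19 against Mock changed 20 of the 21 genes in the direction of Table 2, CDKN1A being the exception, with a median size of 1.14 on the log2 scale against 1.25 in FGF19 + TNFα against TNFα. Between FGF19 + TNFα and FGF19, 0 of the 21 genes passed over all probesets, and CDKN1A (0.67), TNFRSF10B (0.50) and IRF2 (0.49) were higher with FGF19 + TNFα when the 17 lowered and the 4 raised genes were each adjusted alone. In limma's test of whether FGF19 acted differently with and without TNFα, CDKN1A gave −1.19 (standard error 0.13, adjusted p = 0.349) and 0 of the 21 genes passed over all probesets; CDKN1A passed when adjusted over the 17 lowered genes alone (adjusted p = 0.00125), which the paper chose on these arrays. Over all probesets 0 passed that test, 1715 had an unadjusted p under 0.05, 4 passed with limma's trended and robust prior, and 11 passed without TNFα replicate 2, of which 10 had a signal below 1 on 1 or more arrays. Of the probesets that were higher with FGF19 than in Mock, 4648 were also higher with FGF19 + TNFα than with TNFα, where independent lists would share 1176.5; of those lower, 3612 were shared, against 604.2. The paper names higher GAB1 and CCNK and lower CDKN1A and BTG1 as examples of proliferative changes. Its examples of anti-apoptotic changes are lower MIF, TNFRSF10B, FADD and MTCH1. It interprets the changes as generally pro-proliferative and anti-apoptotic, without resting on any single gene.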

The data presented in Fig. 2 demonstrate tyrosine phosphorylation of IKKβ in cells expressing a kinase-active FGFR4, but not kinase-dead FGFR4. The simplest interpretation of this result would be that FGFR4 directly phosphorylates IKKβ and modulates its activity and/or stability. However, many other proteins are likely to be recruited into a complex with FGFR4 and IKKβ, and so the possibility exists that IKKβ tyrosine phosphorylation may be the result of an ancillary protein kinase in the complex. Other FGFR family members have been shown to recruit a variety of regulatory proteins including Grb2-SOS [41], Pyk2/RAFTK [42], RSK2 [43], SH2-B [44] and others; any of these might mediate effects through interaction with NFκB family members. Although beyond the scope of the present paper, using mass spectrometry, we have identified multiple sites of Tyr phosphorylation on IKKβ (data not shown). Understanding the role of these multiple phosphorylation sites is an ongoing area of research and will require significant effort to unravel. We have also demonstrated that coexpression of IKKβ with other members of the FGFR family, FGFR1, FGFR2, and FGFR3, results in IKKβ Tyr phosphorylation (data not shown); thus we are confident that the interaction we report here is not restricted to FGFR4 alone.

Several previous studies have reported activation of NFκB signaling downstream of RTKs. For example, EGF stimulation of EGFR in A431 cells or in mouse embryo fibroblasts enhanced the degradation of IκBα and resulted in NFκB activation [45]. Using non-small cell lung adenocarcinoma cell lines, this effect was subsequently shown to require phosphorylation of IκBα Tyr-42 and to be independent of IKK [46]. EGF treatment of ER-negative breast cancer cells also led to NFκB activation and indirectly, through increased expression of cyclin D, increased cell cycle progression [47]. Overexpression of the related receptor, ErbB2, in MCF-7 breast carcinoma cells resulted in enhanced NFκB activation in response to ionizing radiation [48]. A recent study [49] analyzing a prostate cancer tissue microarray documented a significant role of ErbB/PI3K/Akt/NFκB signaling in the progression of prostate cancer. These studies thus present a fairly consistent picture of NFκB activation downstream of EGFR activation.

In contrast, however, inhibition of EGFR in cervical carcinoma cells by the small molecule inhibitor PD153035 led to a dose-dependent increase in NFκB activation [50]. In studies of an unrelated RTK, activation of Ron by its ligand, hepatocyte growth factor-like protein, decreases TNFα production in alveolar macrophages after LPS challenge, resulting in decreased NFκB activation and increased IκB activity [51]. Thus, it seems clear that the interplay between the many different human RTKs with NFκB signaling components will be complex and most likely will depend on cell type and specific conditions.

FGFR4 is widely expressed during development, especially during myogenesis and development of endodermally derived organs [52], [53]. In addition, FGFR4 may be constitutively-activated or overexpressed in a variety of human neoplasias, including hepatocellular carcinoma [54], [55], prostate cancer [9], [56], rhabdomyosarcoma [57] and breast cancer [58], [59], and the potential utility of FGF19 and/or FGFR4 as a target for growth inhibition has been proposed [54], [60], [61]. While chronic FGFR stimulation can undoubtedly serve as a driver for cellular proliferation, the results reported here indicate a more complex relationship in that FGFR4 also clearly interacts with IKKβ. FGFR4 activation leads to an inhibitory effect on NFκB signaling, including an inhibitory effect on proapoptotic signaling mediated by NFκB pathways.

## Materials and Methods

### Cell culture

HeLa and HEK293 cells were grown in DMEM with 10% FBS and 1% Pen/strep; DU 145 cells were grown in RPMI1640 with 10% FBS and 1% Pen/strep. HeLa and DU145 cells were maintained in 5% CO_2_; HEK-293 cells were maintained in 10% CO_2_. Cell lines were obtained from ATCC (American Type Culture Collection) (http://www.atcc.org/).

### Plasmid constructs

The full-length FGFR4-WT and constitutively active FGFR4-K645E were described previously [22]. The kinase dead (K504M) and E681K derivatives were generated by QuikChange site-directed mutagenesis (Stratagene). The HA-IKKβ clone was received from Dr. Mark Hannink (University of Missouri). The HA-tag was removed by QuikChange site-directed mutagenesis and confirmed by DNA sequencing. The GST-IκB^(1–54)^ plasmid was provided by Prof. Alexander Hoffmann (UCSD).

### Antibodies, reagents, immunoprecipitation and immunoblot

Antibodies were obtained from the following sources: FGFR4 (C-16), IKKβ (H-4), IKKβ (10AG2), NFκB p65 (F-6), β-tubulin (H-235), IKKγ (FL-419), normal mouse IgG (sc-2025) from Santa Cruz Biotechnology; phospho-p44/42 MAPK (Thr202/Tyr204; E-10) and cleaved PARP (Asp214) from Cell Signaling; MAPK (ERK1+ERK2) from Zymed; 4G10 (antiphosphotyrosine) from Upstate Biotechnology; horseradish peroxidase (HRP) anti-mouse, HRP anti-rabbit from GE Healthcare; fluorescein-conjugated anti-mouse from Sigma and rhodamine-conjugated anti-rabbit from Boehringer-Mannheim. FGF19 and TNFα were obtained from R&D. mSin3A antibody (Santa Cruz, K-20) was a gift from Dr. Alexander Hoffmann. Poly(Glu, Tyr) was obtained from Sigma. Trichostatin A (TSA) was a gift from Dr. Leor Weinberger (UCSD). Techniques for immunoprecipitation and immunoblotting were as described previously [22], [42], [62]. Endogenous protein interactions were detected by coimmunoprecipitation using 500 µg of total cell lysate as previously described [42], [44]. To examine the effect of FGF19 stimulation on TNFα-induced apoptosis, DU145 cells were starved overnight, pre-treated with 100 ng/ml TSA as previously described [30], followed by 50 ng/ml FGF19 plus 50 µg/ml heparin for 25 min, after which TNFα was added at 1 ng/ml for 3 h.

### Yeast two-hybrid assay

The yeast two-hybrid assay was conducted as described [1], [63]. Briefly, the *Saccharomyces cerevisiae* strain L40 generated by Dr. Stan Hollenberg was transformed with derivatives of pBTM116 (constructed by Dr. Paul Bartel and Dr. Stan Fields). A LexA bait plasmid was constructed containing the juxtamembrane and intracellular region of FGFR4 (amino acids 373–803), fused in frame with LexA in pBTM116. This was screened against a 9.5 d.p.c. mouse embryonic cDNA library encoding fusion proteins with the transactivation domain of pVP16, kindly provided by Dr. Stan Hollenberg. Controls for two-hybrid assays, LexA-lamin as a negative control, and VP16-PLCγ as a positive control, were previously described [63]. The two-hybrid screen, His± minimal media assays, lacZ reporter β-galactosidase filter assay, and the use of controls were performed as previously described [63].

### Indirect immunofluorescence

Techniques for indirect immunofluorescence have been previously described [22], [42], [62]. Briefly, HeLa cells plated on glass coverslips were transfected using Fugene 6 (Roche) or calcium phosphate precipitation, starved the following day for 24 h, and treated with TNFα for 30 min prior to fixation.

### *In vitro* kinase assays

HEK293 or DU145 cells were transfected as indicated prior to overnight starvation in DMEM, then treated with 25 ng/ml FGF19 for 10 min and/or followed by 10 ng/ml TNFα for 10 min. Cells lysates were prepared, immunoprecipitated with IKKγ antibody, collected on Protein A-Sepharose beads, and subjected to *in vitro* kinase assay utilizing GST-IκB^(1–54)^ as the substrate [24], [64], [65]. *In vitro* kinase assays containing 1 µCi [γ-^32^P]-ATP in a total of 20 µM ATP were incubated at 30°C for 30 min, separated by 10% SDS-PAGE, exposed to film or phosphorimager screen, and quantitated.

### Electrophoretic Mobility Shift Assay (EMSA)

EMSA assays were as described elsewhere [66]. Briefly, 2 µg of total nuclear protein was reacted at room temperature for 15 min with excess ^32^P-labeled 30 bp double-stranded oligonucleotide (AGCTTGCTACAA**GGGACTTTCC**GCTGTCTACTTT) containing a consensus κB-site in 6 µl binding buffer (10 mM Tris-HCl pH 7.5, 50 mM NaCl, 10% glycerol, 1% NP-40, 1 mM EDTA, 0.1 µg/µl Poly(dI,dC)). Complexes were resolved on a non-denaturing 5% acrylamide gel containing 5% glycerol, and visualized and quantified using a Phosphorimager (Bio-Rad). Experimental details and probe specificity have been described [67].

### NFκB localization by cell fractionation

DU145 cells were plated on 10 cm dishes. Upon reaching 80% confluency, cells were starved overnight and treated the next day with 50 ng/ml FGF19 and 1 µg/ml heparin for 10 min prior to the addition of 10 ng/ml TNFα for 30 min. Cell lysates were fractionated as for EMSA.

### Mass spectrometry analysis

HEK293 cells were plated (3×10^6^ per 15 cm dish, 10 dishes total), 1 day prior to transfection with expression plasmids for both the activated FGFR4-K645E and IKKβ. After an additional 24 h, cell lysates were prepared as described [16], [17]. IKKβ immune complexes were prepared by incubation with IKKβ (H-4) antiserum at 4°C overnight, collected with Protein A-sepharose for an additional 2 h, and then trypsinized in 2 M urea. Peptides were analyzed by the Proteomics Facility of the Sanford-Burnham Medical Research Institute using immobilized metal affinity chromatography/nano-liquid chromatography/electrospray ionization mass spectrometry (IMAC/nano-LC/ESI-MS) [16], [17].

### Microarray expression analysis

DU145 cells were plated (8×10^5^ per 10 cm dish), and the following day cells were starved for 24 h. Cells were treated with 50 ng/ml FGF19 and 50 µg/ml heparin for 10 min prior to the addition of 10 ng/ml TNFα for 1.5 h. RNA was isolated using RNA-BEE (Tel-Test) per manufacturer's protocol. RNA was analyzed by the UCSD Moores Cancer Center Microarray Shared Resource using Affymetrix GeneChip Human Gene 1.0 ST Arrays (# 901085). Duplicate samples were analyzed in duplicate microarrays, and data were further analyzed by VAMPIRE and GeneSpring. All data is MIAME compliant and the raw data have been deposited in the Gene Expression Omnibus (GEO) (accession number GSE22807).

## Supporting Information

Table S1 Microarray Expression Data of DU145 Cells.
(0.03 MB PDF) Click here for additional data file.

Table S2 Microarray Expression Data of DU145 Cells Using TNFalpha as Control.
(0.12 MB PDF) Click here for additional data file.

# Supplementary material for: The Receptor Tyrosine Kinase FGFR4 Negatively Regulates NF-kappaB Signaling
**Source:** PLoS One. 2010 Dec 22;5(12):e14412. doi: 10.1371/journal.pone.0014412
**Supplement:** Table S1 — Microarray Expression Data of DU145 Cells. (0.03 MB PDF)

## Supplemental Table 1. Microarray Expression Data of DU145 Cells.

**Samples:** DU145 cells collected 1.5 h after treatments: **1)** Mock; **2)** FGF19; **3)** TNFalpha; **4)** FGF19 + TNFalpha. Duplicate samples collected; analyzed on 8 chips; grouped in 4 treatments for analysis.

**Analysis:** Analysis in GeneSpringGX: 1148 out of 24,220 probesets satisfy corrected p-value cut-off of 0.015 using Oneway ANOVA Asymtotic p-value computation. Of these, 307 shown here satisfy fold-change cut-off of 2.0 in at least one condition pair, using Sample 1 [Mock] as the control condition.

**Transcript Cluster ID** refers to Affymetrix GeneChip Human Gene 1.0 ST Array Human (cat# 901085).

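Table S1 lists genes such as CCL20 and CDKN1A with fold changes relative to Mock for FGF19, TNFα and both. All 307 of its probesets were found among the deposited values. Each of the 307 differed among the 4 groups by limma's moderated F test, and 304 also differed at least 2-fold from Mock. Across these probesets, the log2 fold changes of the table and those computed here correlated at r = 0.99 for FGF19, 0.959 for TNFα and 0.98 for FGF19 + TNFα; probesets are not independent replicates. FGF19 against Mock was called for 283 of the 307, 147 higher and 136 lower, and TNFα against Mock for 98, of which 96 were higher.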

Information on Probesets is available at <http://media.affymetrix.com> in the file HuGene-1\_0-v1.na30.hg19.transcript.csv.zip

|         |           |      |           |      |           |      |
|---------|-----------|------|-----------|------|-----------|------|
| 8158684 | 2.564328  | up   | 4.386171  | up   | 9.893243  | up   |
| 8159337 | 2.6434324 | down | 1.1418958 | down | 2.583625  | down |
| 8159609 | 1.9586276 | down | 1.1788433 | down | 2.0851092 | down |
| 8159642 | 2.287777  | down | 1.0769913 | down | 2.2771919 | down |
| 8160835 | 2.280975  | down | 1.1827819 | down | 2.4184878 | down |
| 8160953 | 2.014237  | down | 1.0072609 | down | 2.1262584 | down |
| 8161024 | 4.0678344 | down | 1.1375593 | down | 4.36047   | down |
| 8161526 | 1.1098498 | down | 3.330245  | up   | 1.5501455 | up   |
| 8163930 | 2.6951709 | down | 1.1293191 | down | 2.70201   | down |
| 8164428 | 2.5133436 | down | 1.1026566 | down | 2.5356393 | down |
| 8167790 | 2.1549838 | down | 1.1276081 | down | 2.1596563 | down |
| 8168691 | 2.0594351 | up   | 1.0690289 | up   | 2.1869152 | up   |
| 8170882 | 2.1394508 | down | 1.0332601 | down | 2.0882452 | down |
| 8171024 | 2.723695  | up   | 1.0095226 | up   | 2.7475665 | up   |
| 8172088 | 1.7000552 | up   | 1.4742575 | up   | 2.5048892 | up   |
| 8172358 | 2.0651014 | down | 1.0647056 | down | 2.1897547 | down |
| 8172905 | 2.5166852 | down | 1.0118152 | down | 2.452382  | down |
| 8173673 | 2.367521  | up   | 1.0148996 | up   | 2.2483373 | up   |
| 8174893 | 2.0969703 | up   | 1.0632219 | up   | 2.1444426 | up   |
| 8176566 | 2.9333315 | up   | 1.0705352 | down | 2.3578038 | up   |
| 8177885 | 2.4394307 | down | 1.1227775 | down | 2.469719  | down |
| 8178115 | 1.141997  | down | 2.4205186 | up   | 1.3821541 | up   |
| 8178244 | 2.0859368 | down | 1.0207036 | up   | 2.113231  | down |
| 8178676 | 2.0922308 | down | 1.0672346 | down | 2.2846334 | down |
| 8179205 | 2.438852  | down | 1.1211872 | down | 2.4728563 | down |
| 8179827 | 2.0064256 | down | 1.0132763 | down | 1.9728495 | down |

# Supplementary material for: The Receptor Tyrosine Kinase FGFR4 Negatively Regulates NF-kappaB Signaling
**Source:** PLoS One. 2010 Dec 22;5(12):e14412. doi: 10.1371/journal.pone.0014412
**Supplement:** Table S2 — Microarray Expression Data of DU145 Cells Using TNFalpha as Control. (0.12 MB PDF)

## Supplemental Table 2. Microarray Expression Data of DU145 Cells Using TNFalpha as Control.

**Samples:** DU145 cells collected 1.5 h after treatments: **1)** Mock; **2)** FGF19; **3)** TNFalpha; **4)** FGF19 + TNFalpha. Duplicate samples collected; analyzed on 8 chips; grouped in 4 treatments for analysis.

**Analysis:** Analyzed in GeneSpringGX: 1148 out of 24,220 probesets satisfy corrected p-value cut-off of 0.015 using Oneway ANOVA Asymtotic p-value computation; of these, 266 satisfy fold-change cut-off of 2.0 using [TNFalpha] as the control condition. All genes that satisfy a fold-change cut-off of 2.0 in Sample 4 [FGF19 + TNFalpha] relative to Sample 3 [TNFalpha] as the control condition are presented here.

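Genes such as GAB1, IRF2, FADD and MIF are listed in Table S2, which compares FGF19 + TNFα with TNFα; 131 of the 266 probesets that the paper gives for it were used here. All 131 were called between FGF19 + TNFα and TNFα by limma in the table's direction, and 128 differed at least 2-fold. In FGF19 against Mock, 128 of the 131 were called in that direction too, and 11 of the 131 were called between TNFα and Mock. FNTB, the farnesyltransferase subunit gene, is named from this table, since the platform annotation gives its probeset several symbols.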

**Transcript Cluster ID** refers to Affymetrix GeneChip Human Gene 1.0 ST Array Human (cat# 901085). Information on probesets is available at <http://media.affymetrix.com> in the file HuGene-1\_0-v1.na30.hg19.transcript.csv.zip

**Gene Ontology** information from <http://www.bimas.cit.nih.gov/cards/>. For genes with multiple Gene Ontology designations, a maximum of 5 are shown. Values for Fold Change in expression are rounded to two decimal places. All genes with a role in cell cycle, cell proliferation, apoptosis, NFkappaB cascade, cell death are highlighted and are discussed in more detail in Table 2.

| Transcript Cluster Id | Fold change [FGF+TNF] vs [TNF] | Regulation [FGF+TNF] vs [TNF] | Protein                                                                                       | RefSeq       | Gene Ontology (GO) designation | Biological or molecular process terms                                |
|-----------------------|--------------------------------|-------------------------------|-----------------------------------------------------------------------------------------------|--------------|--------------------------------|----------------------------------------------------------------------|
| 8145795               | 12.74                          | UP                            | LOC100293539 // similar to ribosomal protein 10                                               | XM_002346094 | N/A                            | N/A                                                                  |
| 7908347               | 3.82                           | UP                            | OCLM // oculomedin                                                                            | NM_022375    | GO:0007601                     | visual perception                                                    |
| 8124498               | 2.86                           | UP                            | ZNF204 // zinc finger protein 204 pseudogene                                                  | NR_002722    | N/A                            | N/A                                                                  |
| 8098758               | 2.80                           | UP                            | ZNF721 // zinc finger protein 721                                                             | NM_133474    | GO:0006350                     | transcription                                                        |
| 8117594               | 2.73                           | UP                            | HIST1H2BM // histone cluster 1, H2bm                                                          | NM_003521    | GO:0006355                     | regulation of transcription, DNA-dependent                           |
| 7952986               | 2.72                           | UP                            | HSN2 // hereditary sensory neuropathy, type II                                                | NM_213655    | GO:0006334                     | nucleosome assembly                                                  |
| 7899455               | 2.51                           | UP                            | PHACTR4 // phosphatase and actin regulator 4                                                  | NM_001048183 | GO:0048666                     | neuron developmen                                                    |
| 8053741               | 2.27                           | UP                            | ANKRD20B // ankyrin repeat domain 20B                                                         | NR_003366    | GO:0003779                     | actin binding                                                        |
|                       |                                |                               |                                                                                               |              | GO:0004864                     | phosphoprotein phosphatase inhibitor activity                        |
| 8147079               | 2.26                           | UP                            | LRRCC1 // leucine rich repeat and coiled-coil domain containing 1                             | NM_033402    | N/A                            | N/A                                                                  |
|                       |                                |                               |                                                                                               |              | GO:0007049                     | cell cycle                                                           |
|                       |                                |                               |                                                                                               |              | GO:0007067                     | mitosis                                                              |
|                       |                                |                               |                                                                                               |              | GO:0051301                     | cell division                                                        |
| 8027368               | 2.22                           | UP                            | ZNF254 // zinc finger protein 254                                                             | NM_203282    | GO:0000122                     | negative regulation of transcription from RNA polymerase II promoter |
|                       |                                |                               |                                                                                               |              | GO:0006350                     | transcription                                                        |
|                       |                                |                               |                                                                                               |              | GO:0006355                     | regulation of transcription, DNA-dependent                           |
| 8173673               | 2.22                           | UP                            | ATRX // alpha thalassemia/mental retardation syndrome X-linked (RAD54 homolog, S. cerevisiae) | NM_000489    | GO:0006281                     | DNA repair                                                           |
|                       |                                |                               |                                                                                               |              | GO:0006306                     | DNA methylation                                                      |
|                       |                                |                               |                                                                                               |              | GO:0006310                     | DNA recombination                                                    |
|                       |                                |                               |                                                                                               |              | GO:0006355                     | regulation of transcription, DNA-dependent                           |
|                       |                                |                               |                                                                                               |              | GO:0006974                     | response to DNA damage stimulus                                      |
| 8044450               | 2.18                           | UP                            | ZC3H6 // zinc finger CCCH-type containing 6                                                   | NM_198581    | GO:0003676                     | nucleic acid binding                                                 |
|                       |                                |                               |                                                                                               |              | GO:0008270                     | zinc ion binding                                                     |
|                       |                                |                               |                                                                                               |              | GO:0046872                     | metal ion binding                                                    |
| 7920341               | 2.17                           | UP                            | GATAD2B // GATA zinc finger domain containing 2B                                              | NM_020699    | GO:0006350                     | transcription                                                        |
|                       |                                |                               |                                                                                               |              | GO:0006355                     | regulation of transcription, DNA-dependent                           |
| 8013305               | 2.13                           | UP                            | ZNF286A // zinc finger protein 286A                                                           | NM_020652    | GO:0006350                     | transcription                                                        |
|                       |                                |                               |                                                                                               |              | GO:0006355                     | regulation of transcription, DNA-dependent                           |
| 8105523               | 2.13                           | UP                            | KIF2A // kinesin heavy chain member 2A                                                        | NM_004520    | GO:0007018                     | microtubule-based movement                                           |
|                       |                                |                               |                                                                                               |              | GO:0007275                     | multicellular organismal development                                 |
|                       |                                |                               |                                                                                               |              | GO:0007399                     | nervous system development                                           |
|                       |                                |                               |                                                                                               |              | GO:0030154                     | cell differentiation                                                 |

Supplemental Table 2  
DU145 Microarray Expression versus TNFalpha

Drafahl et al.

Supplemental Table 2  
DU145 Microarray Expression versus TNFalpha

Drafahl et al.

| Transcript Cluster Id | Fold change [FGF+TNF] vs [TNF] | Regulation [FGF+TNF] vs [TNF] | Protein                                                                                                         | RefSeq       | Gene Ontology (GO) designation                                     | Biological or molecular process terms                                                                                                                                                                                                    |
|-----------------------|--------------------------------|-------------------------------|-----------------------------------------------------------------------------------------------------------------|--------------|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 8071737               | 2.42                           | DOWN                          | MIF // macrophage migration inhibitory factor (glycosylation-inhibiting factor)                                 | NM_002415    | GO:0001516<br>GO:0006954<br>GO:0007166<br>GO:0008283<br>GO:0043030 | prostaglandin biosynthetic process<br>inflammatory response<br>cell surface receptor linked signal transduction<br>cell proliferation<br>regulation of macrophage activation                                                             |
| 7924029               | 2.41                           | DOWN                          | LAMB3 // laminin, beta 3                                                                                        | NM_001017402 | GO:0007155<br>GO:0008544                                           | cell adhesion<br>epidermis development                                                                                                                                                                                                   |
| 8163930               | 2.39                           | DOWN                          | NDUFA8 // NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 8, 19kDa                                          | NM_014222    | GO:0006120<br>GO:0006810<br>GO:0022900                             | mitochondrial electron transport, NADH to ubiquinone<br>transport<br>electron transport chain                                                                                                                                            |
| 8003401               | 2.39                           | DOWN                          | APRT // adenine phosphoribosyltransferase                                                                       | NM_000485    | GO:0006166<br>GO:0006168<br>GO:0007625<br>GO:0009116               | purine ribonucleoside salvage<br>adenine salvage<br>grooming behavior<br>nucleoside metabolic process                                                                                                                                    |
| 8001547               | 2.39                           | DOWN                          | PLLP // plasma membrane proteolipid (plasmolipin)                                                               | NM_015993    | GO:0006811                                                         | ion transport                                                                                                                                                                                                                            |
| 8149733               | 2.37                           | DOWN                          | TNFRSF10B // tumor necrosis factor receptor superfamily, member 10b                                             | NM_003842    | GO:0006919<br>GO:0007166<br>GO:0007250<br>GO:0008625<br>GO:0008633 | activation of caspase activity<br>cell surface receptor linked signal transduction<br>activation of NF-kappaB-inducing kinase activity<br>induction of apoptosis via death domain receptors<br>activation of pro-apoptotic gene products |
| 8124531               | 2.36                           | DOWN                          | HIST1H3I // histone cluster 1, H3I                                                                              | NM_003533    | N/A                                                                | N/A                                                                                                                                                                                                                                      |
| 7920401               | 2.35                           | DOWN                          | SLC39A1 // solute carrier family 39 (zinc transporter), member 1                                                | NM_014437    | GO:0006811<br>GO:0006829<br>GO:0015674<br>GO:0030001               | ion transport<br>zinc ion transport<br>di-, tri-valent inorganic cation transport<br>metal ion transport                                                                                                                                 |
| 7942168               | 2.35                           | DOWN                          | FADD // Fas (TNFRSF6)-associated via death domain                                                               | NM_003824    | GO:0007165<br>GO:0008625<br>GO:0008633<br>GO:0042981<br>GO:0043123 | signal transduction<br>induction of apoptosis via death domain receptors<br>activation of pro-apoptotic gene products<br>regulation of apoptosis<br>positive regulation of I-kappaB kinase/NF-kappaB cascade                             |
| 7942596               | 2.35                           | DOWN                          | SERPINH1 // serpin peptidase inhibitor, clade H (heat shock protein 47), member 1, (collagen binding protein 1) | NM_001235    | GO:0006986<br>GO:0030199<br>GO:0032964<br>GO:0051604               | response to unfolded protein<br>collagen fibril organization<br>collagen biosynthetic process<br>protein maturation                                                                                                                      |
| 7905929               | 2.33                           | DOWN                          | EFNA1 // ephrin-A1                                                                                              | NM_004428    | GO:0007267                                                         | cell-cell signaling                                                                                                                                                                                                                      |
| 8126658               | 2.33                           | DOWN                          | SLC35B2 // solute carrier family 35, member B2                                                                  | NM_178148    | GO:0006810<br>GO:0043123<br>GO:0046963                             | transport<br>positive regulation of I-kappaB kinase/NF-kappaB cascade<br>3'-phosphoadenosine 5'-phosphosulfate transport                                                                                                                 |
| 7975602               | 2.32                           | DOWN                          | ACOT2 // acyl-CoA thioesterase 2                                                                                | NM_006821    | GO:0000038<br>GO:0001676<br>GO:0006629<br>GO:0006637               | very-long-chain fatty acid metabolic process<br>long-chain fatty acid metabolic process<br>lipid metabolic process<br>acyl-CoA metabolic process                                                                                         |
| 8126066               | 2.32                           | DOWN                          | MTCH1 // mitochondrial carrier homolog 1                                                                        | NM_014341    | GO:0006810<br>GO:0006919<br>GO:0009966<br>GO:0043065<br>GO:0045161 | transport<br>activation of caspase activity<br>regulation of signal transduction<br>positive regulation of apoptosis<br>neuronal ion channel clustering                                                                                  |
| 7915504               | 2.30                           | DOWN                          | ELOVL1 // elongation of very long chain fatty acids                                                             | NM_022821    | GO:0006633                                                         | fatty acid biosynthetic process                                                                                                                                                                                                          |
| 8164428               | 2.30                           | DOWN                          | TRUB2 // TruB pseudouridine (psi) synthase homolog 2 (E. coli)                                                  | NM_015679    | GO:0001522<br>GO:0008033                                           | pseudouridine synthesis<br>tRNA processing                                                                                                                                                                                               |
| 7912706               | 2.29                           | DOWN                          | EPHA2 // EPH receptor A2                                                                                        | NM_004431    | GO:0006468<br>GO:0007165<br>GO:0007275<br>GO:0030182<br>GO:0048013 | protein amino acid phosphorylation<br>signal transduction<br>multicellular organismal development<br>neuron differentiation<br>ephrin receptor signaling pathway                                                                         |

Supplemental Table 2  
DU145 Microarray Expression versus TNFalpha

Drafahl et al.

| Transcript Cluster Id | Fold change [FGF+TNF] vs [TNF] | Regulation [FGF+TNF] vs [TNF] | Protein                                                                          | RefSeq       | Gene Ontology (GO) designation | Biological or molecular process terms                            |
|-----------------------|--------------------------------|-------------------------------|----------------------------------------------------------------------------------|--------------|--------------------------------|------------------------------------------------------------------|
| 8160835               | 2.04                           | DOWN                          | C9orf23 // chromosome 9 open reading frame 23                                    | NM_148179    | GO:0003676                     | nucleic acid binding                                             |
| 8119088               | 2.04                           | DOWN                          | CDKN1A // cyclin-dependent kinase inhibitor 1A (p21, Cip1)                       | NM_078467    | GO:0000082                     | G1/S transition of mitotic cell cycle                            |
|                       |                                |                               |                                                                                  |              | GO:0000086                     | G2/M transition of mitotic cell cycle                            |
|                       |                                |                               |                                                                                  |              | GO:0006974                     | response to DNA damage stimulus                                  |
|                       |                                |                               |                                                                                  |              | GO:0007050                     | cell cycle arrest                                                |
|                       |                                |                               |                                                                                  |              | GO:0008285                     | negative regulation of cell proliferation                        |
| 7901175               | 2.04                           | DOWN                          | TSPAN1 // tetraspanin 1                                                          | NM_005727    | N/A                            | N/A                                                              |
| 8065855               | 2.03                           | DOWN                          | EDEM2 // ER degradation enhancer, mannosidase alpha-like 2                       | NR_026728    | GO:0004571                     | mannosyl-oligosaccharide 1,2-alpha-mannosidase activity          |
| 7959146               | 2.03                           | DOWN                          | NME2P1 // non-metastatic cells 2, protein (NM23B) expressed in, pseudogene 1     | NR_001577    | GO:0005509                     | calcium ion binding                                              |
| 8019149               | 2.03                           | DOWN                          | SLC38A10 // solute carrier family 38, member 10                                  | NM_001037984 | N/A                            | N/A                                                              |
|                       |                                |                               |                                                                                  |              | GO:0006811                     | ion transport                                                    |
|                       |                                |                               |                                                                                  |              | GO:0006814                     | sodium ion transport                                             |
| 8002266               | 2.03                           | DOWN                          | CHTF8 // CTF8, chromosome transmission fidelity factor 8 homolog (S. cerevisiae) | NM_001039690 | GO:0006865                     | amino acid transport                                             |
|                       |                                |                               |                                                                                  |              | GO:0006260                     | DNA replication                                                  |
|                       |                                |                               |                                                                                  |              | GO:0007049                     | cell cycle                                                       |
| 8003467               | 2.02                           | DOWN                          | CHMP1A // chromatin modifying protein 1A                                         | NM_001083314 | GO:0006350                     | transcription                                                    |
|                       |                                |                               |                                                                                  |              | GO:0007049                     | cell cycle                                                       |
|                       |                                |                               |                                                                                  |              | GO:0007076                     | mitotic chromosome condensation                                  |
|                       |                                |                               |                                                                                  |              | GO:0015031                     | protein transport                                                |
|                       |                                |                               |                                                                                  |              | GO:0016192                     | vesicle-mediated transport                                       |
| 7994659               | 2.02                           | DOWN                          | MVP // major vault protein                                                       | NM_017458    | GO:0015031                     | protein transport                                                |
|                       |                                |                               |                                                                                  |              | GO:0042493                     | response to drug                                                 |
|                       |                                |                               |                                                                                  |              | GO:0051028                     | mRNA transport                                                   |
|                       |                                |                               |                                                                                  |              | GO:0065002                     | intracellular protein transmembrane transport                    |
| 8170882               | 2.02                           | DOWN                          | ATP6AP1 // ATPase, H+ transporting, lysosomal accessory protein 1                | NM_001183    | GO:0006811                     | ion transport                                                    |
|                       |                                |                               |                                                                                  |              | GO:0015986                     | ATP synthesis coupled proton transport                           |
|                       |                                |                               |                                                                                  |              | GO:0015992                     | proton transport                                                 |
| 7989661               | 2.02                           | DOWN                          | OAZ2 // ornithine decarboxylase antizyme 2                                       | NM_002537    | GO:0006595                     | polyamine metabolic process                                      |
| 8156290               | 2.00                           | DOWN                          | CKS2 // CDC28 protein kinase regulatory subunit 2                                | NM_001827    | GO:0000079                     | regulation of cyclin-dependent protein kinase activity           |
|                       |                                |                               |                                                                                  |              | GO:0007049                     | cell cycle                                                       |
|                       |                                |                               |                                                                                  |              | GO:0007051                     | spindle organization                                             |
|                       |                                |                               |                                                                                  |              | GO:0007127                     | meiosis I                                                        |
|                       |                                |                               |                                                                                  |              | GO:0008283                     | cell proliferation                                               |
| 8155250               | 2.00                           | DOWN                          | GRHPR // glyoxylate reductase/hydroxypyruvate reductase                          | NM_012203    | GO:0007588                     | excretion                                                        |
| 7992414               | 2.00                           | DOWN                          | TBL3 // transducin (beta)-like 3                                                 | NM_006453    | GO:0055114                     | oxidation reduction                                              |
|                       |                                |                               |                                                                                  |              | GO:0006364                     | rRNA processing                                                  |
|                       |                                |                               |                                                                                  |              | GO:0007199                     | G-protein signaling, coupled to cGMP nucleotide second messenger |

How the deposited data were processed for this re-analysis (not part of the article)

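Gene expression was measured in DU145 prostate cancer cells on 8 Affymetrix Human Gene ST arrays in 4 groups, Mock, FGF19, TNFα and FGF19 + TNFα, with 2 arrays each. The sample labels gave each array's group and replicate number. The authors deposited 1 table of linear signal intensity for 33297 probesets, made according to the submitters' notes with Affymetrix Expression Console and the PLIER method; the versions and the normalization are not given in the sources used here. All 8 columns of that table were used. The paper's methods name VAMPIRE and GeneSpring for the later steps, and its supplementary tables a one-way analysis of variance in GeneSpring at a corrected p of 0.015 with a fold change of 2. Array medians of signal ranged from 99.5 to 106.6. No count of molecules lies behind an array signal, and the number of arrays limits the precision.

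From the deposited intensity, log2 values were computed after 240 values of 0 had been set to the smallest positive signal of their array, 0.01. No further normalization was applied. All 33297 probesets were tested, since the annotation used here does not mark control probesets. A linear model with the 4 groups was fitted to all 8 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes). Differences among the 4 groups were called by the moderated F test at a Benjamini-Hochberg adjusted p of 0.015, with and without a 2-fold difference in group means. The comparisons TNFα against Mock, FGF19 against Mock, FGF19 + TNFα against TNFα, FGF19 + TNFα against FGF19, and the interaction of FGF19 and TNFα were called at 0.05. Probesets were named from the platform's annotation table, with symbols updated through Entrez identifiers to those of RefSeq on GRCh38.p14 for 19429 of the 19460 probesets with 1 symbol; no coordinates were used.

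There were 25 gene lists, fixed before the data were examined but after Table 2 and Table S2 of the paper had been read, so several families and members had been seen there; 2 of the lists are the raised and lowered genes of Table 2. Each gene of a list was represented by its brightest probeset, or by the paper's own probeset for genes of Table 2. Lists were tested with camera at a preset correlation between genes of 0.01, again with the correlation estimated from the data, and with fry. A call lost at the estimated setting cannot be put down to correlation alone, because a list estimated at 0.016 lost its call too. The genes named were also fixed by a rule: every gene of the paper's text and Table 2 on the arrays; the 10 largest rises and 10 largest falls by log2 difference among called probesets with 1 symbol in each of 4 comparisons; up to 4 members of each list with the smallest p; and FGFR4, KLB, IKBKB and TNFRSF1A. Genes outside the rule are said to be so where they are named.

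The steps were tested on simulated data in which 200 probesets were changed by known amounts. The alternatives were quantile and cyclic loess normalization, 16 added before log2, a filter on the dimmest 20 percent of probesets, no moderation of the variances, a trended and robust prior, a fit of only the groups compared, an estimated correlation between genes, the replicate number as a block, and leaving out each array in turn. After the data had been seen, the lists were also tested without the genes of Table 2. Corrections for GC content were not run, because no genome sequence was used here. Figures were drawn with matplotlib 3.10.9.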

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

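The tests of array scaling, of heparin, of the MAPK response, of a compressed signal range, of a higher background and of a lowered NFκB response were chosen only after the results they bear on had been seen.

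FGF19 against Mock changed 10731 of the 33297 probesets, a comparison for which the paper gives no count. After cyclic loess normalization 9743 of them were called in the same direction, which argues against signal-dependent scaling of the arrays as the whole cause. For the effect of FGF19 averaged over TNFα, 1 of the 35 splits of the 8 arrays into 4 and 4 gave a count as large. This was the real one, with 15121 probesets against 94 in the highest other split, that by TNFα. The count argues against chance for that average, as far as 35 splits allow. The average is not the comparison of 2 with 2 arrays, and the splits do not test a difference shared by all arrays given FGF19. Heparin is labelled on each array given FGF19 and on no other, and 0 arrays separate them. FGF19, heparin and any other difference shared by all arrays given FGF19 therefore cannot be told apart. GC content and transcript length were not tested. A growth factor response through MAPK was not seen in its list as a whole. The 49 immediate-early and feedback genes had a median log2 difference of 0.076 with quartiles of −0.353 and 0.349. In FGF19 against Mock, 14 were higher and 12 lower (camera adjusted p = 0.977). Since members went both ways, a response of part of the list stays open.

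The NFκB target genes rose with TNFα by a median of 1.268 on the log2 scale, a group the paper does not report for TNFα against Mock, and by 0.858 when FGF19 was present; the median interaction was −0.309, negative in 38 of 47 genes (camera adjusted p = 8.32e-16, p = 0.000821 from fry). Across the alternatives that median lay between −0.33 and −0.253 and the adjusted p between 4.17e-21 and 0.104, the last with an estimated correlation. A compressed signal range on the FGF19 arrays is argued against by the median after quantile normalization, −0.318, and a higher background under dim probesets by the 23 members with a mean signal of 200 or more on the arrays without TNFα, whose median was −0.309; the split first planned, by the mean of all arrays (−0.313 in the brighter members), decides nothing because the response to TNFα sets that mean. The hypothesis that FGF19 lowers the NFκB response to TNFα, which the median of −0.309 may reflect, stays open, because heparin was given to the same arrays. No gene of the list passed over all probesets; the largest interaction was that of CCL20 (−1.36, standard error 0.12, adjusted p = 0.293), whose signal was already higher with FGF19 than in Mock (251 against 108) and did not pass between FGF19 + TNFα and TNFα (2690 against 2980, adjusted p = 0.222).

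Other lists whose response to TNFα differed with FGF19 by camera are given as values. The MAPK-responsive genes had a median interaction of −0.198 (adjusted p = 6.76e-08, and adjusted p = 0.233 with an estimated correlation), with NR4A3 at −1.40, NR4A2 at −1.02 and NR4A1 at −1.01. The integrated stress, unfolded protein and DDIT4 group had −0.062 (adjusted p = 0.0027, and adjusted p = 0.233 with an estimated correlation), and the call ended without Mock replicate 2 (−0.065). The cytosolic ribosomal protein genes had 0.091 (adjusted p = 0.0129), and the call ended without Mock replicate 2 (0.05), FGF19 replicate 1 (0.048), TNFα replicate 2 (0.076) or FGF19 + TNFα replicate 2 (0.085). The mitochondrial ribosomal protein genes had 0.106 (adjusted p = 0.00409), and the call ended without FGF19 replicate 1 (0.06) or TNFα replicate 1 (0.094). The oxidative phosphorylation genes had 0.091 (adjusted p = 0.0168), and the call ended without Mock replicate 2 (0.083), FGF19 replicate 1 (0.026), TNFα replicate 1 (0.073) or FGF19 + TNFα replicate 2 (0.082). The small nucleolar RNA genes had −0.065 (adjusted p = 0.00582), and the call ended without Mock replicate 1 (−0.015), FGF19 replicate 2 (−0.005) or FGF19 + TNFα replicate 1 (−0.036). With an estimated correlation the adjusted p of each of the last 4 lists was 0.82.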

How the results depend on the processing

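The 2 settings without moderation that add 16 before log2, or that also keep the brightest 24220 probesets, and the lists without the genes of Table 2 were chosen only after the data had been seen. No result that passed its threshold reversed. Medians of lists that were not called did change sign when 1 array was left out, as for the cholesterol genes in the interaction (4 of 8 arrays; −0.075 to 0.097) and the cell cycle inhibitors in FGF19 against Mock (1 of 8; −0.073 to 0.014). Of 1567 gene-list results under alternatives, 1438 kept their side of the threshold, 22 became called and the others lost their call; of 7972 results for named genes the numbers were 7627, 37 and 308. The cause of the shifts below was not tested, except that leaving out arrays or comparing only 2 groups leaves fewer arrays to estimate the spread. With 200 simulated changes, the TNFα against Mock test recovered 1.5% of log2 changes of 0.5, 64.2% of 1 and 98.5% of 2, and the interaction test 0%, 20.9% and 93.9%.

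With only the groups compared, FGF19 against Mock gave 7089 probesets, TNFα against Mock 103 and FGF19 + TNFα against FGF19 0 (94 with all groups). The last count was 180 with 16 added, 173 with the filter on dim probesets, 38 without moderation and 232 with the trended and robust prior. TNFα against Mock, 354 probesets, gave 562 with the filter, 193 without moderation and 632 with the trended prior, and TNFα averaged over FGF19, 446 probesets, gave 672 with 16 added, 727 with the filter and 847 with the trended prior. The interaction, 0 probesets, gave 4 with the trended prior: CCL20 (−1.36, adjusted p = 0.0184), NR4A3 (−1.40, adjusted p = 0.034), CYP1B1 (−1.26, adjusted p = 0.0216) and TIPARP (−0.90, adjusted p = 0.034), the last 2 named after their values were seen; unadjusted counts were 1715 and, without moderation, 1691. Without moderation, the F test called 2474 probesets among the 4 groups, 868 of them 2-fold from Mock, 761 from TNFα and 537 between FGF19 + TNFα and TNFα; with 16 added these were 2519, 748, 663 and 443, and over the brightest 24220 probesets 3851, 1073, 951 and 670. The correlation across probesets of FGF19 against Mock with FGF19 + TNFα against TNFα, 0.644, was 0.875 with 16 added and 0.885 with the filter, and that of TNFα against Mock with FGF19 + TNFα against FGF19, 0.183, was 0.462 and 0.5. With an estimated correlation the lists called fell from 12 to 1 for TNFα against Mock, 15 to 0 for FGF19 against Mock, 18 to 0 for FGF19 + TNFα against TNFα and 7 to 0 for the interaction. With the genes of Table 2 left out, and its own 2 lists not tested, these counts were 12, 10, 14 and 7.

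Leaving out 1 array at a time gave 5755 (without Mock replicate 2) to 9817 probesets for FGF19 against Mock, 4480 (without FGF19 + TNFα replicate 2) to 11663 for FGF19 + TNFα against TNFα, 90 (without Mock replicate 2) to 284 for TNFα against Mock, 6 to 50 for FGF19 + TNFα against FGF19, 0 to 11 (without TNFα replicate 2; 10 of them with a signal below 1 on an array) for the interaction and 169 (without TNFα replicate 1) to 448 for TNFα averaged over FGF19. It gave 1115 to 6402 among the 4 groups, 852 to 2603 of them 2-fold from Mock, 864 to 2482 from TNFα and 640 to 1433 between FGF19 + TNFα and TNFα; correlations of 0.501 to 0.664 and 0.0301 to 0.265; and 4 to 10 lists for the interaction. A lone array was assumed to vary like the other groups. The fit of only the groups compared gives no interaction, averaged effect or count among the 4 groups, and the variance settings do not enter the list tests. Background levels were not used here, so which dim probesets lie above background was not assessed.

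The replicate numbers gave little sign of pairing the arrays, though weak pairing was not excluded. Correlations of same-numbered deviations between groups were 0.00933, 0.00456, 0.0459, −0.0197, 0.195 and 0.0631. The value of 0.195 was that of FGF19 with FGF19 + TNFα. With the replicate number as a block, FGF19 + TNFα against FGF19 gave 58 probesets (94 without it) and TNFα against Mock 258 (354 without it). FGF19 against Mock gave 10677 and FGF19 + TNFα against TNFα 10720. The corrections for GC content, alone or with the block, were not run, for want of a genome sequence here.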

Differences from the paper's values

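The 2 settings named below as added were chosen only after the values had been seen.

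The paper gives 1148 probesets that differ among the 4 groups, of 24,220 tested. The count here was 6966 of 33297 at the same adjusted p. Of the alternatives set before the data were examined, leaving out Mock replicate 1 (1115) or Mock replicate 2 (1149) brought the count within 1.5 times the paper's; every other alternative that gives this count did not, among them an unmoderated F test on log2 signal of all probesets (2474), which is not the paper's own procedure in GeneSpring.

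The paper gives 307 of these with a fold change of 2 relative to Mock, and 2210 were counted here. None of the alternatives reached the paper's value. The lowest of those set before the data were examined was 852, without Mock replicate 1, and the unmoderated test gave 868. The added settings gave 748 with 16 added before log2 and no moderation, and 1073 over the brightest 24220 probesets as well. Of the 307 probesets of the paper's table, all passed the F test here and 304 also the 2-fold difference.

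For TNFα as the control, Table S2 of the paper gives 266 probesets, and 1995 were counted here over the other 3 groups, or 1454 between FGF19 + TNFα and TNFα alone. None of the alternatives reached the paper's value for either count. The lowest of those set before the data were examined came from the unmoderated test, with 761 and 537, and the added settings gave 663 and 443 with 16 added, and 951 and 670 over the brightest 24220 probesets as well. The fold changes of the 21 genes of Table 2 lay between 0.965 and 1.31 times those in the paper, all in its direction.

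Tables S1 and S2 of the paper give 96 further folds for genes in a comparison for which the naming rule selected them, and 13 of them differed by more than 1.5 times or in sign. With TNFα against Mock the paper's folds of 2.83 for SELE, 2.2 for RARRES1, 3.11 for ICAM4, 3.33 for LINC03025 and 2.48 for GBP3 were 11.8, 8.38, 9.97, 21.6 and 4.52 here. In Mock, SELE (12.1) and LINC03025 (12.8) lay near the 5th percentile of signal (12.7 and 13.3 on the 2 arrays), and RARRES1 (22.8) and ICAM4 (21.9) below the 20th (30.9 and 31.6), so that these 4 folds start near the floor and their size is uncertain. No alternative brought these 5 within 1.5 times the paper's; the closest, 16 added before log2, gave 5.67, 5.34, 6.17, 10.2 and 3.8. The paper's 4.81 for CXCL1 and 2.73 for NR4A1 were 8.11 and 4.59 here, and within 1.5 times only with 16 added (7.19 and 3.96). Its 2.34 for CDKN1A was 3.62 here, and within 1.5 times with 16 added (3.42) or without Mock replicate 2 (3.49), not under the other alternatives. DUSP1, for which the paper gives a fold of 1 downwards, had 0.978 in that direction here and lay above Mock under each alternative. With FGF19 against Mock the paper's 2.34 for APRT was 4.22 here (3.89 at the lowest, without FGF19 replicate 1) and with FGF19 + TNFα against TNFα its 2.39 was 4.36 (3.99 at the lowest, with 16 added); no alternative brought either within 1.5 times. The paper's 2.5 for WDR18 between FGF19 + TNFα and TNFα was 4.03 here, and within 1.5 times only with 16 added (3.67). Its 2.62 for LOC100132686 in FGF19 against Mock was 3.96 here, and within 1.5 times after quantile normalization (3.83), with 16 added (3.22), without Mock replicate 2 (3.86) or without FGF19 replicate 2 (3.84), not under the other alternatives. Over whole tables, the folds here lay within 1.5 times the paper's for 300, 292 and 285 of the 307 probesets of Table S1 (FGF19, TNFα and both against Mock) and for 128 of the 131 of Table S2; those beyond it were all larger in size here, that of LINC03025 in FGF19 against Mock with the opposite sign. The sign differed for 5 probesets of Table S1 in FGF19 against Mock and for 19 in TNFα against Mock.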

Other observations

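The description by signal level and the lists without the genes of Table 2 were chosen only after the results were seen. The other values come from lists, genes and counts fixed before the data were examined. Table 2 and Table S2, made from these arrays, had been read by then, so lists of families seen there are not independent of the data.

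The gene groups called between FGF19 and Mock were also called, in the same direction, in the presence of TNFα. Between FGF19 + TNFα and TNFα, 220 of 480 zinc finger genes were higher and 28 lower (247 and 34 adjusted over the list alone), with ZNF350 2.34-fold higher. Lower were 30 of 67 cytosolic ribosomal protein genes, with 1 higher (34 and 2 adjusted over the list alone), 34 of 73 mitochondrial ribosomal protein genes, with 4 higher (37 and 4), 41 of 87 oxidative phosphorylation genes, with 7 higher (47 and 7), and 18 of 36 proteasome genes, with 2 higher (20 and 2). Of 57 histone genes 25 were lower and 2 higher (28 and 3 adjusted over the list alone), of 28 cholesterol and fatty acid synthesis genes 12 and 1 (15 and 2), and of 32 genes of the integrated stress and unfolded protein response 17 and 4 (19 and 4), with CHAC1 2.24-fold lower. Of 188 small nucleolar RNA genes 44 were lower and 22 higher (49 and 24 adjusted over the list alone), with SNORD12C 2.73-fold lower and SNORA50A 3.02-fold higher. The camera adjusted p was 5.97e-08 for the zinc finger genes, 6.96e-10 for the cytosolic and 4.54e-09 for the mitochondrial ribosomal protein genes, 4.8e-10 for the oxidative phosphorylation genes, 3.49e-07 for the proteasome genes, 1.34e-06 for the histone genes, 5.42e-06 for the cholesterol genes, 5.47e-05 for the stress genes and 0.000104 for the small nucleolar RNA genes. With an estimated correlation no list was called, at adjusted p = 0.223 for the zinc finger, ribosomal, oxidative phosphorylation and stress genes, adjusted p = 0.279 for the histone genes, adjusted p = 0.333 for the cholesterol genes, adjusted p = 0.335 for the proteasome genes and adjusted p = 0.371 for the small nucleolar RNA genes. The MAPK-responsive genes had 16 of 49 lower and 8 higher (17 and 9 adjusted over the list alone; adjusted p = 0.0182, 0.128 after quantile normalization, and adjusted p = 0.345 with an estimated correlation), with IER5 2.91-fold lower. The MAPK call also ended after cyclic loess normalization (adjusted p = 0.0792) and without FGF19 + TNFα replicate 1 (median −0.138). The heat shock genes had 6 of 24 lower and 2 higher (6 and 2 adjusted over the list alone; adjusted p = 0.0409). Their call ended after quantile (adjusted p = 0.301) or cyclic loess normalization (adjusted p = 0.222) and with the replicate number as a block (adjusted p = 0.0527). It also ended with UBB left out (adjusted p = 0.105) or an estimated correlation (adjusted p = 0.345). Without TNFα replicate 2 (median −0.094) or FGF19 + TNFα replicate 2 (−0.067) it ended too.

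The receptor genes of FGF19 and TNFα and IKBKB, the gene of IKKβ, were compared between FGF19 + TNFα and TNFα. FGFR4 was 1.33-fold lower with FGF19 + TNFα than with TNFα (log2 difference −0.42, adjusted p = 0.0227), a call that ended when any 1 of the 4 arrays compared was left out. KLB, which encodes the co-receptor β-Klotho, did not pass (0.21, adjusted p = 0.318), nor did IKBKB (−0.27, adjusted p = 0.118) or the TNFα receptor gene TNFRSF1A (−0.14, adjusted p = 0.266). Of 27 FGF receptors, co-receptors and adaptors, 9 were lower and 8 higher (10 and 9 adjusted over the list alone; camera adjusted p = 0.56). In that list SOS1, an exchange factor of Ras, was 2.59-fold higher and the heparan sulfate proteoglycan gene SDC1 2.28-fold lower.

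Relative to Mock, FGF19 with heparin left the listed NFκB target genes divided, with 12 of 47 higher and 10 lower (12 and 10 adjusted over the list alone). Their median was 0.029 (camera adjusted p = 0.926). CCL20 was 2.32-fold higher and CXCL1 1.97-fold higher. Of 49 MAPK-responsive genes 14 were higher and 12 lower (14 and 13 adjusted over the list alone; adjusted p = 0.977). Of 44 pro-apoptotic genes 22 were lower and 7 higher (22 and 8 adjusted over the list alone; adjusted p = 0.000524, and adjusted p = 0.287 with an estimated correlation), with HTRA2 2.13-fold lower. Of 58 G1/S, replication and mitosis genes 21 were lower and 9 higher (24 and 9 adjusted over the list alone; adjusted p = 0.00189, and adjusted p = 0.376 with an estimated correlation), with MCM2 2.24-fold lower. Of 31 anti-apoptotic genes 11 were lower and 5 higher (12 and 5 adjusted over the list alone; adjusted p = 0.047, 0.0541 where the other lists leave out the genes of Table 2, 0.153 after quantile normalization, and adjusted p = 0.386 with an estimated correlation). Of 24 heat shock genes 6 were lower and 2 higher (7 and 3 adjusted over the list alone; adjusted p = 0.0295, 0.0682 with UBB, a gene of Table 2, left out, 0.275 after quantile normalization, and adjusted p = 0.376 with an estimated correlation), with SERPINH1 2.73-fold lower. The heat shock call also ended after cyclic loess normalization (adjusted p = 0.158) or with the filter on dim probesets (adjusted p = 0.0557). It ended too without Mock replicate 1 (median −0.13) or FGF19 replicate 1 (−0.166). Of 32 genes of the integrated stress and unfolded protein response 11 were lower and 6 higher (13 and 6 adjusted over the list alone; adjusted p = 0.0275, 0.0541 with the genes of Table 2 left out of the lists, 0.275 after quantile normalization, and adjusted p = 0.287 with an estimated correlation). The stress call also ended after cyclic loess normalization (adjusted p = 0.158) or with the filter on dim probesets (adjusted p = 0.0644). It ended too without FGF19 replicate 1 (median −0.132). Of 188 small nucleolar RNA genes 36 were lower and 19 higher (35 and 19 adjusted over the list alone; median −0.094, adjusted p = 0.0282, and adjusted p = 0.607 with an estimated correlation). The call of the small nucleolar RNA genes also ended with the filter on dim probesets (adjusted p = 0.051). It ended as well without Mock replicate 2 (median −0.027) or FGF19 replicate 1 (−0.025).

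Markers of other cell types were listed although the arrays hold a cell line. In FGF19 against Mock, 4 of 13 prostate luminal markers were higher and 1 lower (4 and 1 adjusted over the list alone; camera adjusted p = 0.41), with STEAP2 1.71-fold higher. Of 20 fibroblast and smooth muscle markers 2 were higher and 3 lower (2 and 3 adjusted over the list alone; adjusted p = 0.836), and of 20 leukocyte and endothelial markers 2 were higher and 1 lower (2 and 0 adjusted over the list alone; adjusted p = 0.544). Of 22 lysosomal V-ATPase genes 7 were lower and 4 higher (7 and 6 adjusted over the list alone; adjusted p = 0.139), with ATP6V0B 2.69-fold lower.

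Dim probesets moved up with FGF19. Among the 6660 probesets with the lowest mean signal, 619 were higher and 101 lower in FGF19 against Mock, with a median log2 difference of 0.183, and among the 6660 brightest 1688 were higher and 1585 lower, with a median of −0.005. The 20th percentile of signal was 30.7 to 31.6 on the arrays without FGF19 and 34.6 to 36.6 on those with it. Over all probesets the median shift was 0.081 in FGF19 against Mock and 0.104 in FGF19 + TNFα against TNFα.

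TNFα was also compared with its absence over all 8 arrays split into 4 and 4. The real split called 94 probesets, and 2 of the 35 splits called as many. The other was the split by FGF19, with 15121, which is a treatment and not a chance split. This count therefore cannot decide about chance. Without the split by FGF19 the highest other split called 2. The fit of all 4 groups, which takes FGF19 into account, called 446 probesets for TNFα averaged over FGF19.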
